# Intestinal FGF15/19 physiologically repress hepatic lipogenesis in the late fed-state by activating SHP and DNMT3A

**DOI:** 10.1038/s41467-020-19803-9

**Published:** 2020-11-24

**Authors:** Young-Chae Kim, Sunmi Seok, Yang Zhang, Jian Ma, Bo Kong, Grace Guo, Byron Kemper, Jongsook Kim Kemper

**Keywords:** Epigenetics, Metabolism

## Abstract

Hepatic lipogenesis is normally tightly regulated but is aberrantly elevated in obesity. Fibroblast Growth Factor-15/19 (mouse FGF15, human FGF19) are bile acid-induced late fed-state gut hormones that decrease hepatic lipid levels by unclear mechanisms. We show that FGF15/19 and FGF15/19-activated Small Heterodimer Partner (SHP/NR0B2) have a role in transcriptional repression of lipogenesis. Comparative genomic analyses reveal that most of the SHP cistrome, including lipogenic genes repressed by FGF19, have overlapping CpG islands. FGF19 treatment or SHP overexpression in mice inhibits lipogenesis in a DNA methyltransferase-3a (DNMT3A)-dependent manner. FGF19-mediated activation of SHP via phosphorylation recruits DNMT3A to lipogenic genes, leading to epigenetic repression via DNA methylation. In non-alcoholic fatty liver disease (NAFLD) patients and obese mice, occupancy of SHP and DNMT3A and DNA methylation at lipogenic genes are low, with elevated gene expression. In conclusion, FGF15/19 represses hepatic lipogenesis by activating SHP and DNMT3A physiologically, which is likely dysregulated in NAFLD.

## Abstract (web summary)

Hepatic lipogenesis is a tightly regulated process, which is elevated in obesity. Here the authors report that FGF15/19, bile acid-induced gut hormones, repress lipogenic genes in the late fed-state by activating small heterodimer partner (SHP) and promoting SHP-dependent recruitment of DNA methyltransferase DNMT3A to lipogenic genes.

## Introduction

Hepatic lipogenesis plays a critical role in the maintenance of whole-body energy homeostasis by the formation of triglyceride (TG)-rich very low-density lipoproteins and consequently, distribution of energy to non-hepatic tissues^1,2^. Hepatic lipogenesis is tightly regulated, mainly at the level of transcription, in response to nutritional states^1^, but is elevated in obesity-induced non-alcoholic fatty liver disease (NAFLD) and diabetes^3,4^. After a meal, transcription of lipogenic genes is activated in response to elevated insulin and glucose levels by feeding-sensing factors, such as upstream stimulatory factors (USFs), sterol-regulatory element binding protein-1 (SREBP1), and carbohydrate-responsive element binding protein (CHREBP)^1,5,6^. While expression of lipogenic genes is substantially increased upon feeding, it is very low during fasting^1^. Whether the transition to low expression of lipogenic genes in the late fed state is simply a result of decreased activation or involves active repression of the genes is not known.

Fibroblast Growth Factor-15/19 (mouse FGF15, human FGF19) is a late fed-state gut hormone that is induced by the bile acid nuclear receptor, Farnesoid-X-Receptor (FXR/NR1H4), and functions to ensure a smooth metabolic transition from the fed to the fasted state^7–9^. FGF15/19 mediate postprandial hepatic responses, such as inhibition of bile acid and glucose synthesis and stimulation of protein and glycogen synthesis, independent of insulin action^10,11^. Indeed, FGF15/19 blood levels peak about 3 h after feeding^12–15^, when blood insulin levels have returned to baseline. The overall metabolic actions of FGF15/19 resemble those of insulin, but in contrast to insulin, administration of FGF19 was shown to reduce both hepatic and plasma triglyceride (TG) levels in obese mice^7,8,16,17^. FGF19 mediates its postprandial functions in part via Small Heterodimer Partner (SHP/NR0B2). FGF19-mediated phosphorylation of SHP increases nuclear localization and gene repression activity of SHP, leading to transcription repression of bile acid synthesis, one-carbon cycle, and autophagy in the late fed state^18–22^. However, whether the FGF15/19 and FGF15/19-activated SHP have a physiological role in epigenetic repression of hepatic lipogenesis has not been shown.

Epigenetic modifications of DNA and histones link environmental signals to gene expression without changing the DNA sequence^23,24^. Although epigenetic regulation of hepatic lipogenic genes by histone modifying proteins has been studied^1,25–28^, a role for DNA methyltransferases (DNMTs) has not been reported. In mammals, there are three major DNMTs, 1, 3A, and 3B^23^. While DNMT1 maintains stable 5-methylcytosine marks by methylating DNAs, DNMT3A and 3B are highly responsive to environmental cues and catalyze DNA methylation at CpG islands^23,24^. It is well known that aberrant DNA methylation is associated with numerous diseases^24,29–32^. Recently, obesity-induced hypermethylation at *adiponectin* and *Fgf21* genes mediated by DNMT1 and DNMT3A, respectively, was shown to play an important role in the pathogenesis of insulin resistance in adipose tissue^29,30^. Although DNA methylation at hepatic lipogenic genes is low in NAFLD patients^31–34^, the underlying mechanisms are unclear.

Here we report that FGF15/19 represses hepatic lipogenesis by activating SHP and DNMT3A physiologically, but this regulation is defective in obese mice and possibly in NAFLD patients. FGF15/19-activated SHP recruits DNMT3A to the *Fasn* promoter, resulting in DNA methylation and epigenetic gene repression. In NAFLD patients and obese mice, occupancy of SHP and DNMT3A and DNA methylation at the lipogenic genes are aberrantly low, which is consistent with elevated expression of these genes.

## Results

### Repression of hepatic lipogenic genes in the late fed state is dependent on both FGF15 and SHP

As a first step in determining whether the lipogenic gene program is actively repressed in the late fed state, we examined the temporal expression of key lipogenic genes, fatty acid synthase *(Fasn)*, sterol-regulatory element binding protein-1 *(Srebp1)*, and acetyl-coA carboxylase-1 (*Acc1)*, after refeeding C57BL/6 mice that had been fasted for 12 h. As expected, pre-mRNA levels, an indicator of transcription^35^, of these genes quickly increased after refeeding, reaching a peak by about 1 h, but then rapidly decreased, returning to baseline levels by 6 h (Fig. 1a), whereas mRNA levels increased with a lag of 2 h and then, reached a plateau from 4 to 6 h (Fig. 1b). These results suggest that lipogenic genes are induced initially upon feeding but repressed later after feeding. The delayed and sustained increase in mRNA levels may in part reflect the time and efficiency of pre-mRNA processing, but also suggests the stability of mRNA is likely increased after feeding.

**Fig. 1:**
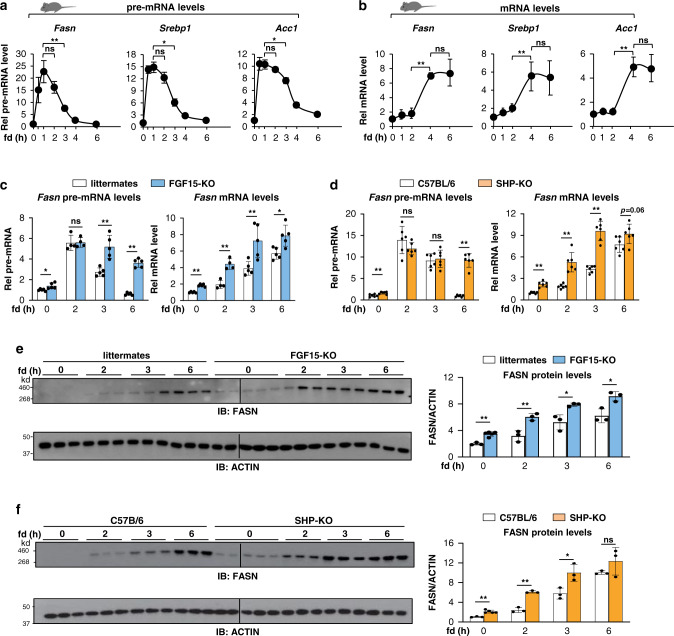
Late fed-state transcriptional repression of lipogenic genes is dependent on both FGF15 and SHP. Mice were fasted overnight and refed normal chow for the indicated times. **a** Relative levels of pre-mRNAs of lipogenic genes in the livers of C57BL/6 mice measured by RT-qPCR using primers spanning the intron 1 and exon 1 boundaries and **b** mRNA levels of these genes. **c**–**f** Relative levels of hepatic *Fasn* pre-mRNA (**c**, left), mRNA (**c**, right), and protein (**e**) in FGF15-KO mice or control littermates. Relative levels of hepatic *Fasn* pre-mRNA (**d**, left), mRNA (**d**, right), and protein (**f**) in SHP-KO mice or control C57BL/6. Data presented as mean values ± Standard Deviation (SD) are shown (**a**, **b**, *n* = 5 mice; **c**, *n* = 4 for 2 h, *n* = 5 for other times, mice; **d**, *n* = 6 mice; **e**, **f**, *n* = 5 for 0 time, FGF15-KO mice, *n* = 3 for other times, mice), and statistical significance was determined by (**a**, **b**) one-way ANOVA with the Tukey post-test or (**c**–**f**) two-tailed Student’s *t*-test. * *P* < 0.05, ** *P* < 0.01, ns, statistically not significant.

After a meal, FGF15/19 are secreted from the ileum and mediate postprandial metabolic responses in liver^7–9^. We, thus, examined whether FGF15 has a role in this late fed-state repression of lipogenic genes by examining *Fasn* as a model gene in FGF15-knockout (KO) mice. FASN is a key enzyme in de novo lipogenesis and its expression is primarily regulated at the level of transcription^1,25,26^. The rapid decrease in pre-mRNA levels of *Fasn* by 3 h after refeeding in control mice was blocked in the FGF15-KO mice (Fig. 1c, left). *Fasn* mRNA levels were significantly higher after 12 h of fasting and reached higher plateau levels at 6 h after refeeding in the KO mice compared to control littermates (Fig. 1c, right). Postprandial hepatic functions of FGF15/19 are mediated in part by SHP^10,21,22^. Similar to the results in FGF15-KO mice (Fig. 1c), the decrease in *Fasn* pre-mRNA levels in the late fed state was blocked in SHP-KO mice and plateau levels of the mRNA were increased in these mice (Fig. 1d). FGF15-KO and SHP-KO mice showed higher FASN protein levels after 12 h of fasting and also by 2 h after refeeding compared to control groups (Fig. 1e, f). These results demonstrate that the repression of *Fasn* in the late fed state is dependent on FGF15 and SHP, so that in the FGF15-KO or SHP-KO mice, both mRNA and protein levels increased more rapidly and reached higher levels.

### FGF19 globally represses lipogenic genes in which SHP binding sites overlap CpG islands

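Liver RNA from 6 C57BL/6 mice was sequenced as paired-end reads, with 3 mice in the vehicle group and 3 in the FGF19 group. FGF19 is the human hormone that corresponds to mouse FGF15. The mice were 8 weeks old, had been fasted overnight and were treated for 6 h with vehicle or with FGF19 at 1 mg/kg. The authors aligned the reads with STAR and counted them on the exons of the genes of mouse genome build mm9 with featureCounts, and the deposited values are these raw read counts, without normalization. The counting did not use strand, left out reads that align to several places and counted both mates of a pair as separate reads. Counts of genes with overlapping exons or with near-identical copies are therefore uncertain. The total counts were 20799563, 18994654 and 20135497 for vehicle replicates 1, 2 and 3 (median 20135497), and 21401311, 21186309 and 22920056 for FGF19 replicates 1, 2 and 3 (median 21401311). Between 15170 and 15442 genes had at least 1 count in a library. The gene with the most counts in every library was Alb, which took between 6.53% and 7.05% of the counts, and the 10 genes with the most counts took between 17.9% and 19.6%. A count of 0 allows up to 3 counts, which corresponds to between 0.131 and 0.158 CPM, the unit of counts scaled to the size of the library. Because the reads carry no molecular identifiers, this limit covers counting error only. Across genes, the log2 counts of pairs of mice within a group correlated with r between 0.984 and 0.993, and those of pairs from different groups with r between 0.975 and 0.982. Genes are not independent replicates, so these values only describe the libraries. Counts were scaled by edgeR's TMM method, with factors between 0.964 and 1.03, and are given as CPM. Of the 23284 genes listed, the 12559 kept by edgeR's filter on low counts were tested with edgeR's quasi-likelihood test, with Benjamini-Hochberg adjustment over these genes. A comparison of single values between 3 mice and 3 mice cannot give a two-sided exact permutation p below 0.1.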

To examine the role of FGF15/19 in repression of lipogenic genes, the global expression of genes in livers of mice treated with FGF19 was examined by RNA-seq. We used FGF19 since FGF15 is less stable, postprandial metabolic functions of these two enterokines are similar in general, and FGF19 has been utilized in previous mouse studies^10,11,20,22,36,37^. In FGF19-treated mice, 791 genes were downregulated, 951 were upregulated (Fig. 2a), and lipogenic genes were highly represented in the downregulated genes as analyzed by gene ontology (GO) (Fig. 2b). 

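With edgeR's quasi-likelihood test, 626 genes were lower and 779 were higher after FGF19 treatment at the paper's threshold of p under 0.01. At an adjusted p under 0.05, 357 genes were lower and 573 were higher. In 1738 genes every FGF19-treated mouse was below every vehicle-treated mouse, and in 1821 genes every FGF19-treated mouse was above, which together is 28.3% of the genes tested, where chance gives 10%. The threshold moved these counts most, since at an adjusted p under 0.01 there were 80 lower and 228 higher genes. The counts also depended on single libraries. At p under 0.01, the lower genes numbered 364 without vehicle replicate 3, 371 without FGF19 replicate 1 and 324 without FGF19 replicate 2, and rose to 1041 without FGF19 replicate 3. The higher genes numbered between 542, without vehicle replicate 3, and 1117, without FGF19 replicate 3. Of the genes counted here at p under 0.01, 566 of the 626 lower genes and 742 of the 779 higher genes also pass it in the authors' deposited table.

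Among genes with an adjusted p under 0.05, a mean of at least 1 CPM and no overlap between the groups, the largest fall was that of Cyp7a1, on chromosome 4 of mm9 from 6192759 to 6202778, which encodes an enzyme of bile acid synthesis. Its level was 268 ± 44.1 CPM (SD, n = 3) in vehicle-treated mice and 11.4 ± 1.75 CPM (SD, n = 3) in FGF19-treated mice. This is a log2 fold change of -4.56 (standard error 0.166, adjusted p = 9.41e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was followed by Clec2h, Edn1, Socs2 and Keg1, with log2 fold changes of -2.54, -2.28, -2.12 and -2.09, each lower in 3 of 3 FGF19-treated mice than in every vehicle-treated mouse and with adjusted p between 0.000197 and 0.00485 in the same edgeR test. The largest rises were those of Saa2, Saa1, Lcn2, Saa3 and Orm2, with log2 fold changes between 5.68 and 8.28 and each higher in 3 of 3 FGF19-treated mice than in every vehicle-treated mouse. The Saa genes resemble each other closely, as do the Orm genes, so the share of reads given to each is uncertain.

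A list of 37 lipogenic genes was made of the 11 genes of the heatmap in Fig. 2a and 26 others. The 26 were those tested out of 31 genes chosen before the data were examined. The list held 8 of the 626 lower genes where 1.84 would be drawn by chance (4.34-fold, one-sided Fisher's exact test, p = 0.000389). Against random lists of the same mean expression the enrichment was 2.18-fold (p = 0.0229, one-sided permutation test with 10000 lists). Without FGF19 replicate 3 it was 1.32-fold (one-sided Fisher's exact test, p = 0.361, where the alternatives gave between 3.82e-07 and 0.361). Of the 8 genes, 6 are genes of Fig. 2a, which the paper shows for these same libraries. The paper's text does not say how the genes of the heatmap were chosen, so this enrichment is not taken as independent evidence. Among the 26 other genes 2 were lower (one-sided Fisher's exact test, p = 0.374). These 26 leave out the genes that the paper shows as changed, so they may hold fewer changed genes than lipogenic genes at large. The 779 higher genes held 2 of the 37. From the gene ontology analysis of the downregulated genes, together with RT-qPCR (Fig. 2c), the paper states that FGF19 represses lipogenic genes, and it then turns to SHP binding and DNA methylation at these genes as the way this repression could come about.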

The repression of selected lipogenic genes by FGF19, as well as, the known FGF19 target bile acid synthetic gene, *Cyp7a1*^10,19,38,39^, was confirmed by RT-qPCR (Fig. 2c).

**Fig. 2:**
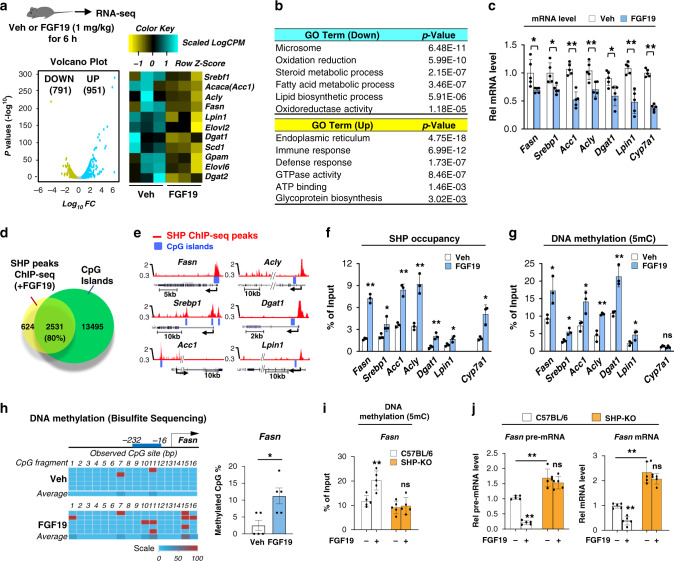
SHP occupancy and DNA methylation are increased at lipogenic genes after FGF19 treatment. **a**–**c** C57BL/6 mice were treated with vehicle or FGF19 for 6 h after fasting overnight. **a**, **b** Total RNA was isolated from mouse liver and analyzed by RNA-seq. **a** A volcano plot showing genome-wide changes in mRNA level (left) and a heatmap of the differential expression of lipogenic genes in mice treated with vehicle or FGF19 (right). **b** Selected biological pathways increased or decreased by FGF19 treatment as determined by gene ontology (GO) analysis. **c** Relative mRNA levels of selected lipogenic genes measured by RT-qPCR. **d** Venn diagrams showing the numbers of SHP binding peaks increased by FGF19 treatment of mice for 2 h in hepatic chromatin using published ChIP-seq data^18^ and the numbers of CpG islands. **e** Normalized SHP binding peaks (Red) and CpG islands (Blue) at selected lipogenic genes displayed using the UCSC genome browser. **f**, **g** C57BL/6 mice were treated with vehicle or FGF19 for 2 h. **f** SHP occupancy or **g** DNA methylation at promoters of the indicated lipogenic genes determined by ChIP or MeDIP, respectively. **h** DNA methylation at specific sites of *Fasn* promoter determined by bisulfite sequencing. **i**, **j** C57BL/6 and SHP-KO mice were treated with vehicle or FGF19 for 2 h (**i**, **j**-left) or 6 h (**j**-right). **i** DNA methylation determined by MeDIP at hepatic *Fasn* and **j** hepatic pre-mRNA and mRNA levels. **c**, **f**-**j** The mean and standard deviation are plotted (*n* = 5). Data presented as mean values ± SD are shown (**c**, **h**-**j**, *n* = 5 mice; **f**, **g**, *n* = 3 mice), and statistical significance was determined by (**c**, **f**–**h**) two-tailed Student’s *t*-test or (**i**, **j**) two-way ANOVA with the Tukey post-test. *P < 0.05, **P < 0.01, ns, statistically not significant. In **b**, exact p-values are produced by DAVID v6.8 program (https://david.ncifcrf.gov/) which are computed by summing probabilities p over defined sets of tables (Prob = ∑Ap).

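All 11 lipogenic genes of the heatmap in Fig. 2a had a lower mean after FGF19 treatment, with log2 fold changes between -1.17 and -0.35 and a median of -0.74. In 8 of them every FGF19-treated mouse was below every vehicle-treated mouse. At p under 0.01 there were 6 of the 11. This count was 4 with no TMM scaling or with limma-voom, and 9 with the likelihood ratio test or with no filter. With each library left out in turn it was between 2, without FGF19 replicate 3, and 8, without vehicle replicate 1. At an adjusted p under 0.05 over all genes tested there were 3, Acaca, Lpin1 and Scd1. With edgeR's likelihood ratio test in place of the quasi-likelihood test there were 9 at an adjusted p under 0.05, with no TMM scaling, with a filter of at least 1 CPM in every library or with limma-voom there were 2, and with each library left out in turn there were between 1 and 5. Adjusted over the list alone, all 11 had an adjusted p under 0.05 in the quasi-likelihood test, which is not taken as independent evidence because the heatmap shows these genes in the same samples. Leaving out a library took the adjusted p of Acaca above 0.05 in 5 of 6 fits, all except the fit without vehicle replicate 3, that of Lpin1 in 3 and that of Scd1 in 1, the fit without FGF19 replicate 2. As a list, the 11 genes were lower than the other genes tested by limma's camera with a preset correlation (adjusted p = 6.48e-07 over 7 lists) and by limma's fry (adjusted p = 0.00863). For the same reason these list tests are not taken as independent evidence either.

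Scd1, a fatty acid desaturase gene on chromosome 19 of mm9 from 44468940 to 44482199, was at 1826 ± 663 CPM (SD, n = 3) in vehicle-treated mice and 814 ± 130 CPM (SD, n = 3) in FGF19-treated mice. Its log2 fold change was -1.17 (standard error 0.229, adjusted p = 0.0160 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Lpin1, on chromosome 12 from 16542475 to 16596576, was at 309 ± 49.6 CPM (SD, n = 3) with vehicle and 138 ± 60.8 CPM (SD, n = 3) with FGF19, a log2 fold change of -1.16 (standard error 0.264, adjusted p = 0.0293 from the same edgeR test). Acaca, on chromosome 11 from 84008940 to 84215153, fell from 48.8 ± 13.9 CPM (SD, n = 3) to 29.6 ± 2.03 CPM (SD, n = 3), with an adjusted p of 0.0489 in the same edgeR test. Fasn, the fatty acid synthase gene on chromosome 11 from 120667272 to 120685861, was at 166 ± 58.1 CPM (SD, n = 3) in vehicle-treated mice and 98.1 ± 9.89 CPM (SD, n = 3) in FGF19-treated mice. Its log2 fold change was -0.76 (standard error 0.227), and its adjusted p of 0.0788 from edgeR's quasi-likelihood test did not pass 0.05. Fasn, Srebf1 and Gpam were the 3 genes whose groups overlapped, because vehicle replicate 1 was at 100.8, 63.0 and 93.1 CPM for them, within the range of the FGF19-treated mice. Srebf1 shares exon positions with Rai1, and because the counting did not use strand its counts are uncertain.

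**Figure D1:**
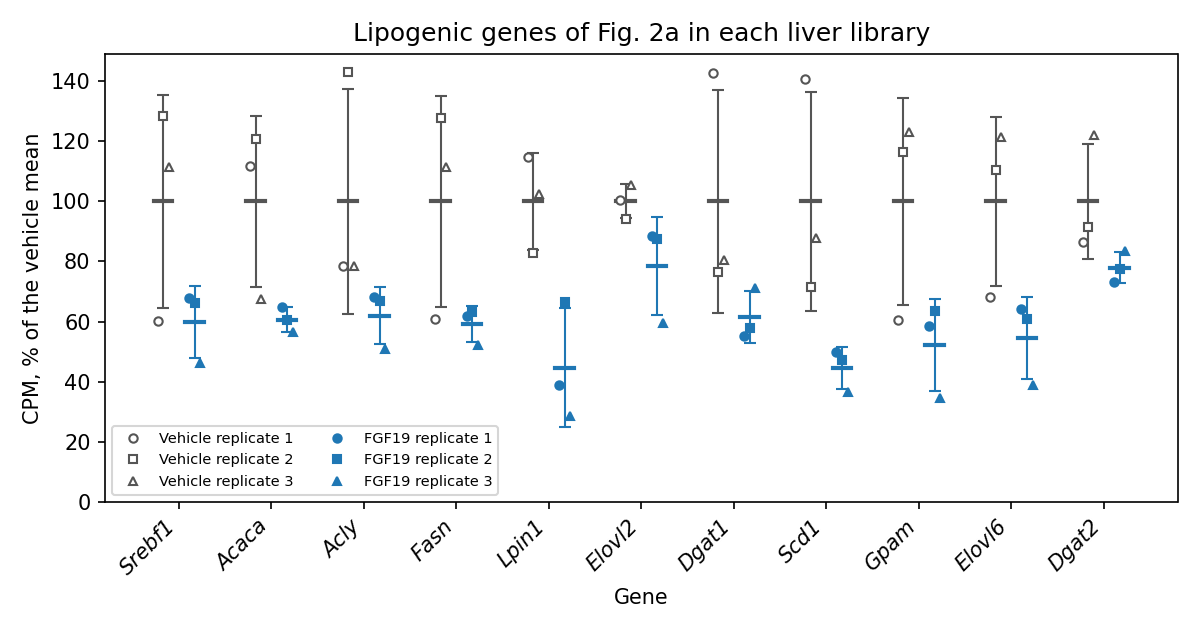
CPM of the 11 genes of Fig. 2a in each library, as a percentage of the mean of the vehicle-treated mice. Open grey symbols are the 3 vehicle-treated mice and filled blue symbols the 3 FGF19-treated mice, with the symbol giving the replicate, thick bars the group mean and error bars the SD. For Srebf1, Fasn and Gpam, vehicle replicate 1 lies at 60.3%, 60.7% and 60.4%, among the FGF19-treated mice.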

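The pathways named in Fig. 2b were examined with 7 gene lists and with Reactome pathways in place of GO terms. Each list's log2 fold changes were compared with those of the other genes tested by limma's camera with a preset correlation of 0.01 and by limma's fry. Among the lists of higher genes, all 25 acute phase genes were higher after FGF19 treatment, with a median log2 fold change of 1.61 (camera, adjusted p = 4.99e-39 over the 7 lists), and 22 of them had an adjusted p under 0.05 in edgeR's quasi-likelihood test. All 30 genes of endoplasmic reticulum chaperones and the unfolded protein response were higher, with a median of 0.91 (camera, adjusted p = 6.86e-25 over the 7 lists). Of 26 interferon response genes, 22 were higher, with a median of 0.73 (camera, adjusted p = 1.15e-10 over the 7 lists). Among the lists of lower genes, the 23 cholesterol synthesis genes had a median of -0.25, with 16 lower (camera, adjusted p = 0.00195 over the 7 lists). The 15 bile acid synthesis genes had a median of -0.18, with 12 lower (camera, adjusted p = 0.00401 over the 7 lists). The 26 lipogenic genes that are not in Fig. 2a had a median of -0.11, with 15 lower, and did not pass the test (camera, adjusted p = 0.248 over the 7 lists). Fry held the calls for the acute phase, endoplasmic reticulum, interferon response, bile acid synthesis and Fig. 2a lists and not that for cholesterol synthesis (adjusted p = 0.0866 over the 7 lists). In each list that passed, the medians of 3 of 3 FGF19-treated mice lay outside the range of the vehicle-treated mice, on the side of the list's change.

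Cytochrome P450 genes, identified by their symbols, made up 14 of the 626 lower genes out of 62 tested (4.53-fold, one-sided Fisher's exact test, p = 1.59e-06). Against random lists of the same mean expression this was 2.54-fold (p = 0.000800, one-sided permutation test with 10000 lists). Of 833 Reactome pathways with between 10 and 300 tested genes, camera with the preset correlation called 57 lower and 101 higher at an adjusted p under 0.05. With fry 58 of these 158 remained, and with the correlation estimated from the data there were 0, with 49 pathways at an unadjusted p under 0.05. The pathways lower under both camera and fry included Biological oxidations (140 genes, median -0.27, camera adjusted p = 6.26e-08, fry adjusted p = 0.0234, both from limma). The higher ones included the calnexin and calreticulin cycle of the endoplasmic reticulum (13 genes, median 0.45, camera adjusted p = 3.04e-06, fry adjusted p = 0.0416, both from limma). Respiratory electron transport had the lowest camera p after its parent pathway and did not pass fry (63 genes, median -0.23, camera adjusted p = 1.10e-13, fry adjusted p = 0.112, both from limma).

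**Figure D2:**
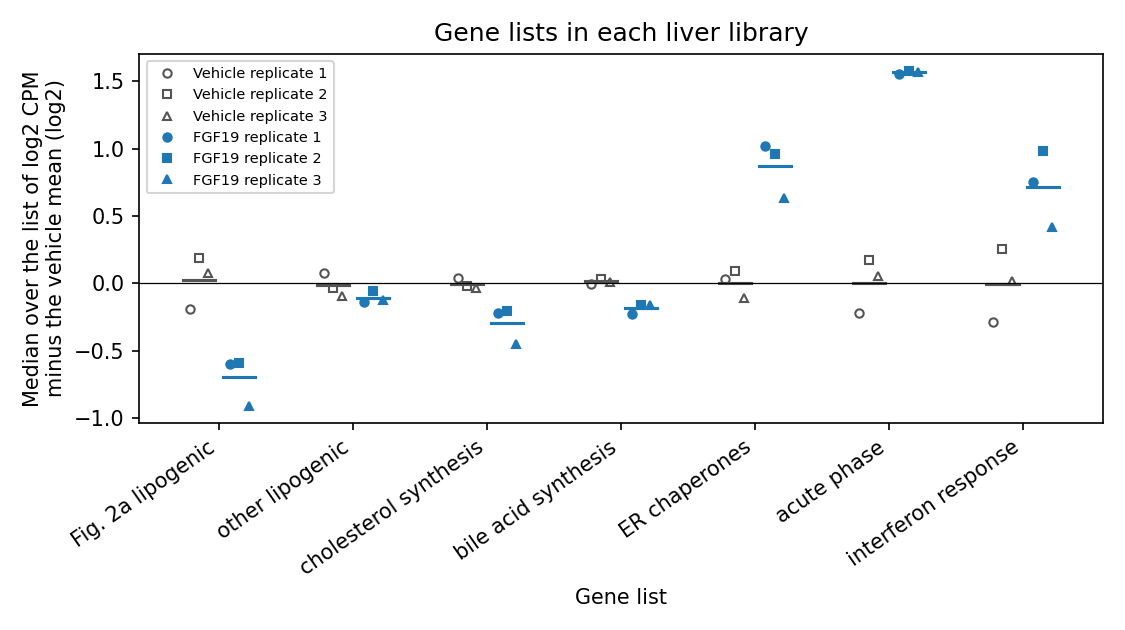
Median over each of the 7 gene lists of log2 CPM minus the mean of the vehicle-treated mice, in each library. Open grey symbols are the 3 vehicle-treated mice and filled blue symbols the 3 FGF19-treated mice, with the symbol giving the replicate and lines the group mean. For the acute phase genes the FGF19-treated mice lie between 1.55 and 1.58, and for the lipogenic genes outside Fig. 2a between -0.14 and -0.06, where the vehicle-treated mice lie between -0.10 and 0.08.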

In SHP ChIP-seq studies of livers from FGF19-treated mice^18^, CpG islands, which could potentially be methylated, were near about 80% of the SHP cistrome (Fig. 2d). Indeed, in selected lipogenic genes, SHP peaks were present at promoter regions that contain CpG islands (Fig. 2e), suggesting the possibility that FGF19-induced SHP binding at lipogenic genes may correlate with DNA methylation and gene repression.

Consistent with this prediction, in liver ChIP and methylated DNA IP (MeDIP) assays, SHP occupancy and DNA methylation were both increased at the promoter regions of lipogenic genes by FGF19 treatment, but only SHP occupancy was increased at *Cyp7a1*, a well-known SHP target gene (Fig. 2f, g). The increase in methylation at *Fasn* was confirmed at specific sites by bisulfite sequencing (Fig. 2h). These results suggest that repression of a subset of direct SHP targets, including lipogenic genes but not *Cyp7a1*, involve DNA methylation. Indeed, FGF19 treatment increased DNA methylation at the *Fasn* promoter (Fig. 2i) and resulted in decreased mRNA levels of *Fasn* in control, but not in SHP-KO mice (Fig. 2j). Together, these results show that FGF19-mediated repression of *Fasn* is dependent on SHP and suggest that the repression is, in part, via DNA methylation.

### Recruitment of DNMT3A and DNA methylation at the *Fasn* promoter are dependent on both FGF19 and SHP

Since DNA methylation is catalyzed by a family of highly conserved DNMTs that include DNMT1, 3A, and 3B^23^, we examined whether SHP interacts with the DNMTs and whether FGF19 affects this interaction.

FGF19 treatment dramatically increased the interaction of SHP with DNMT3A and, to a lesser extent with DNMT3B, while interaction with DNMT1 was not detected (Fig. 3a). Consistent with these results, in ChIP assays, FGF19 treatment substantially increased the occupancy of DNMT3A at the *Fasn* promoter, while statistically significant increases of DNMT3B or DNMT1 occupancy were not observed (Fig. 3b, left). Consistent with undetectable DNA methylation at *Cyp7a1* (Fig. 2g), FGF19 did not increase occupancy of any of the DNMTs at the *Cyp7a1* promoter (Fig. 3b, right). In addition to *Fasn*, FGF19 increased DNMT3A occupancy at the lipogenic genes, *Srebp1, Dgat1*, and *Acc1* (Supplementary Fig. 1). We, thus, focused our studies on DNMT3A.

**Fig. 3:**
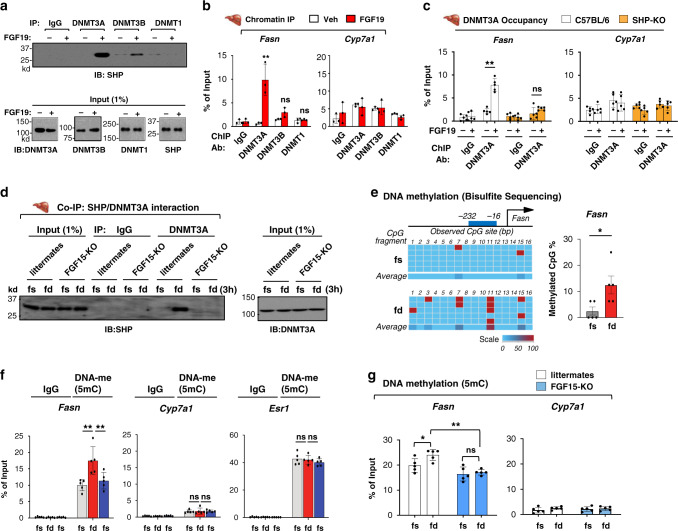
Increased DNMT3A occupancy and DNA methylation at the *Fasn* promoter in the late fed state are dependent on both SHP and FGF15/19. **a**–**c** Mice were treated with vehicle or FGF19 for 2 h after fasting overnight. **a** Interaction of SHP with DNMTs in liver extracts determined by CoIP. **b** Occupancy of DNMTs at *Fasn and Cyp7a1* determined by ChIP. **c** Occupancy of DNMT3A at the *Fasn* and *Cyp7a1* determined by ChIP in SHP-KO or C57BL/6 mice. **d** FGF15-KO mice or littermates were fed normal chow for 3 h (fd) after fasting overnight (fs). Interaction of DNMT3A and SHP in liver extracts determined by CoIP (left). Input SHP in the liver determined by IB of 1% of the liver extract used for the CoIP assays (right). Tissues from 3 mice were pooled for each sample and the experiment was done twice. **e**–**f** C57BL/6 mice were fed normal chow for 3 h (fd) after fasting overnight (fs) and in (**f**) were fasted again overnight. **e** DNA methylation at specific sites of *Fasn* promoter determined by bisulfite sequencing. **f** DNA methylation at the *Fasn, Cyp7a1, and Esr1* promoters determined by MeDIP. **g** FGF15-KO mice or littermates were fed normal chow for 3 h (fd) after fasting overnight (fs). DNA methylation at *Fasn* and *Cyp7a1* determined by MeDIP. **b**, **c**, **e**, **f**, **g** Mean values ± SD are plotted (**b**, *n* = 3 mice; **c**, **e**, **f**, **g**, *n* = 5 mice). Statistical significance was determined by (**b**, **c**, **f**, **g**) two-way ANOVA with Tukey post-test or (**e**) two-tailed Student’s *t* test. *P < 0.05, **P < 0.01, ns, statistically not significant.

To examine if SHP is required for the FGF19-induced recruitment of DNMT3A to the *Fasn* promoter, we utilized SHP-KO mice. The FGF19-mediated increase in DNMT3A occupancy at the *Fasn* promoter was largely abolished in SHP-KO mice (Fig. 3c, left). In contrast, FGF19 did not increase DNMT3A occupancy at *Cyp7a1* (Fig. 3c, right). SHP represses genes by recruiting LSD1 histone demethylase^19,39,40^. Indeed, LSD1 binding at *Fasn* was decreased and H3K4-me3 levels were increased in SHP-KO mice compared to C57BL/6 mice (Supplementary Fig. 2). These results indicate that FGF19-induced recruitment of DNMT3A to *Fasn* is SHP-dependent.

### FGF15/19-induced DNA methylation at *Fasn* occurs in the late fed state

Next, we determined whether the FGF15/19-induced DNA methylation occurs physiologically in the late fed state. Since blood FGF15/19 levels peak around 3 h after feeding^12–15^, we examined the interaction of SHP with DNMT3A and DNA methylation in mice that were refed for 3 h after fasting overnight.

Refeeding increased the interaction between SHP and DNMT3A in control littermates, but not in FGF15-KO mice (Fig. 3d). Consistent with these results, feeding increased CpG DNA methylation at the *Fasn* promoter detected by bisulfite sequencing (Fig. 3e) or by MeDIP (Fig. 3f, left). The increase in CpG methylation at *Fasn* after refeeding returned to the basal levels after fasting (Fig. 3f, left), suggesting that reversible DNA methylation occurs at the *Fasn* promoter during a full fasting/feeding/fasting cycle. In contrast, DNA methylation at *Cyp7a1* was not detected (Fig. 3f, center) and DNA methylation at a highly methylated gene, *Esr1*^41^, was not changed (Fig. 3f, right). Further, feeding-mediated increases in DNA methylation at *Fasn* was not detected in FGF15-KO mice (Fig. 3g). These results indicate that increased levels of FGF15 in the late fed state induces the SHP interaction with DNMT3A and increases DNA methylation at the *Fasn* promoter, which is associated with gene repression.

### Liver-specific downregulation of DNMT3A in mice partially reverses FGF19-mediated repression of lipogenesis

To examine the functional significance of hepatic DNMT3A in epigenetic repression of lipogenesis by FGF15-SHP, DNMT3A was downregulated by AAV8-mediated expression of shRNA (Fig. 4a). DNMT3A protein levels were downregulated specifically in the liver, but not in intestine or adipose tissue (Fig. 4b). Expression of nearly all of the lipogenic genes tested, was increased after downregulation of DNMT3A, while that of *Cyp7a1* was not (Fig. 4c).

**Fig. 4:**
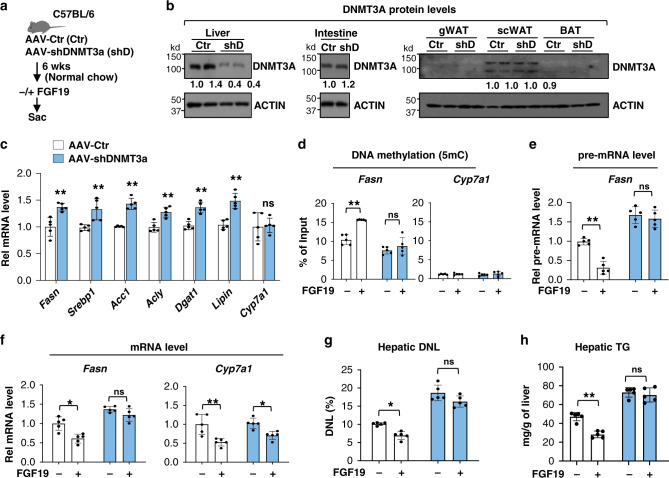
FGF19-mediated DNA methylation and repression of hepatic lipogenesis are attenuated by liver-specific downregulation of DNMT3A. **a** Experimental outline. C57BL/6 mice were infected with AAV-shDNMT3A (blue bars) or AAV-empty (Ctr, white bars) and 6 weeks later, fasted for 12 h and then treated with FGF19 or vehicle for 2 h for MeDIP and 2 h or 6 h for RT-qPCR detecting pre-mRNA or mRNA, respectively. **b** DNMT3A expression in the liver, intestine, and adipose tissues determined by IB. **c** The mRNA levels of lipogenic genes determined by RT-qPCR. **d** DNA methylation at the *Fasn and Cyp7a1* promoters determined by MeDIP. Samples from two mice for each group are shown. The experiment was done once. **e**, **f** *Fasn* pre-mRNA and mRNA levels and *Cyp7a1* mRNA levels determined by RT-qPCR. **g**, **h** C57BL/6 mice were infected with AAV-shDNMT3A or AAV-empty (Ctr) and 6 weeks later were treated daily with vehicle or FGF19 and given 4% deuterated drinking water for 2 days. Hepatic de novo lipogenesis (DNL) and TG levels measured as described in Methods. **c**–**h** The mean values ± SD are plotted (*n* = 5 mice). Statistical significance was determined by (**c**) two-tailed Student’s *t* test or (**d**-**h**) two-way ANOVA with the Tukey post-test. *P < 0.05, **P < 0.01, ns, statistically not significant.

FGF19 treatment increased DNA methylation at the *Fasn* promoter (Fig. 4d) and decreased pre-mRNA and mRNA levels of *Fasn* (Fig. 4e, f), and these FGF19-mediated effects were diminished in DNMT3A-downregulated mice (Fig. 4d–f). Consistent with these results, downregulation of hepatic DNMT3A markedly increased basal de novo lipogenesis (Fig. 4g) and hepatic TG levels (Fig. 4h) and significant inhibition of lipogenesis and TG levels by FGF19 was not observed after downregulation of DNMT3A. These results indicate that FGF19-induced DNA methylation at the *Fasn* promoter is largely dependent on hepatic DNMT3A and that the DNA methylation correlates with the decreased *Fasn* expression and lipogenesis.

### SHP recruits DNMT3A to the SREBP1-transactivated *Fasn* gene in the late fed state

We next determined how SHP and DNMT3A mediate transcriptional repression of lipogenic genes in response to the FGF15/19 signal. Since SHP does not directly bind to DNA^18–22^, we first identified potential transcription factors with which SHP might interact. Numerous factors, such as SREBP1, CHREBP, and USFs, activate *Fasn* gene expression in response to feeding^1,5,6^. Since SREBP1 is a key lipogenic activator, and in published ChIP-seq studies^18^, sterol response element motifs were present most frequently within the global SHP cistrome, we examined the interactions of SREBP1 with SHP and DNMT3A in transcriptional regulation of the *Fasn* gene.

Consistent with the finding that blood levels of FGF15/19 peak around 3 h after feeding^12–15^, refeeding for 1 h after fasting did not increase the interaction between SHP and DNMT3A, but the interaction was increased late after feeding, reaching a peak at 4 h (Fig. 5a). Refeeding for 4 h dramatically increased the interaction of SREBP1 with DNMT3A, as well as with SHP (Fig. 5b). In liver ChIP assays, occupancy of SREBP1 at the *Fasn* promoter was increased as early as 1 to 2 h after refeeding and the increase was sustained up to 6 h (Fig. 5c). In contrast, occupancy of SHP and DNMT3A was delayed with little increase at 2 h, followed by substantial increases at 4 h after feeding (Fig. 5c). In FGF15-KO mice, binding of DNMT3A and SHP did not increase, whereas the increase in SREBP1 binding was unchanged (Fig. 5d). These results indicate that physiologically induced FGF15 in the late fed state is required for binding of DNMT3A and SHP at the *Fasn* promoter. FGF19 treatment increased binding for both SHP and DNMT3A to SREBP1-bound chromatin (Fig. 5e), suggesting that these factors co-occupy the *Fasn* promoter.

**Fig. 5:**
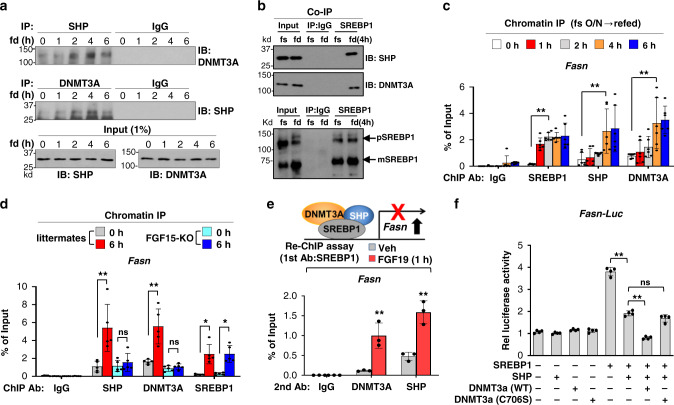
SHP and DNMT3A inhibit SREBP1-mediated induction of *Fasn* in the late fed state. **a**–**c** C57BL/6 mice were fed (fd) for the indicated times after fasting overnight (fs). Interaction of (**a**) DNMT3A with SHP or of (**b**) SREBP1 with SHP or DNMT3A in liver extracts determined by CoIP. **c** Occupancy of SREBP1, SHP, and DNMT3A at the *Fasn* promoter determined by ChIP. **d** FGF15-KO mice or littermates were fed for 6 h after overnight fasting. Occupancies of SHP, DNMT3A, or SREBP1 at the hepatic *Fasn* promoter determined by ChIP. **e** C57BL/6 mice were treated with FGF19 for 1 h after fasting overnight. Co-occupancy of SHP or DNMT3A with SREBP1 at the *Fasn* promoter determined by sequential re-ChIP. **f** PMHs were transfected with plasmids as indicated for 48 h and then, treated with FGF19 (50 ng/ml) or vehicle for 6 h. Luciferase activity normalized to β-galactosidase activity. **c**–**f** Mean values ± SD are plotted (**c**, *n* = 6 mice; **d**, *n* = 5 mice, **e**, *n* = 3 mice, **f**, *n* = 4 mice). Statistical significance was determined by (**c**–**e**) two-way ANOVA or (**f**) one-way ANOVA with the Tukey post-test. *P < 0.05, **P < 0.01, ns, statistically not significant.

To examine the functional role of the binding of SREBP1, SHP, and DNMT3A, to the *Fasn* promoter, we examined the effects of these factors on the activity of a *Fasn* promoter-luciferase reporter. SREBP1 increased *Fasn* promoter activity and the increase was inhibited by SHP (Fig. 5f). Further, co-expression of DNMT3A wild type (WT) with SHP enhanced inhibition of the *Fasn* promoter activity by SHP, but co-expression with a catalytically inactive DNMT3A-C706S mutant^29^ had little effect (Fig. 5f). These results suggest that the DNA methyltransferase activity of DNMT3A is important for its enhanced repression of the *Fasn* promoter activity by SHP. These findings are consistent with the early activation after feeding of *Fasn* by insulin-activated SREBP1^1,5^, followed by recruitment of SHP and DNMT3A in the late fed state, which leads to epigenetic repression of the *Fasn* gene expression.

### FGF15/19-induced phosphorylation of SHP is required for its interaction with DNMT3A and inhibition of hepatic lipogenesis

Since FGF15/19 signaling-induced phosphorylation of SHP at Thr-55 (mouse Thr-58) increases its nuclear localization and gene repression function^20,38,39^, we next tested whether this phosphorylation is important for repression of lipogenic genes in C57BL/6 mice (Fig. 6a). Adenoviral-mediated expression of SHP-WT resulted in increased DNA methylation at *Fasn* and *Srebp1* promoters (Fig. 6b) and decreased expression of these genes (Fig. 6c). These changes, however, were not observed with expression of the T55A mutant, and in fact, expression of the genes was increased and DNA methylation was decreased compared to the Ad-empty control (Fig. 6b, c), which is consistent with the dominant-negative characteristics of this mutant noted previously^18,21,39^. Similarly, expression of SHP-WT reduced hepatic lipogenesis and liver TG levels and neutral lipids, while expression of the T55A mutant had the reverse effects (Fig. 6d, e, Supplementary Fig. 3). These results demonstrate that FGF15/19-induced phosphorylation of SHP is required for repression of the lipogenesis and decreased TG levels in the liver.

**Fig. 6:**
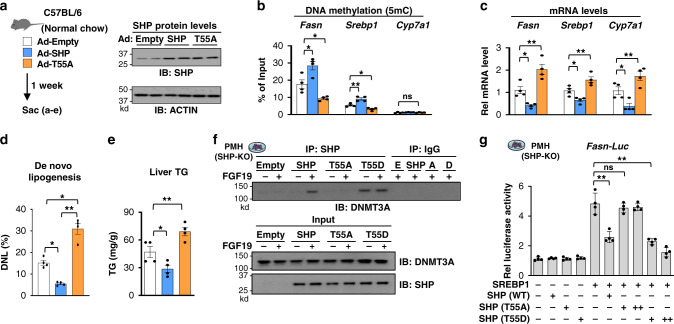
FGF15/19-induced phosphorylation of SHP is required for its interaction with DNMT3A in repression of hepatic lipogenesis. **a**–**e** C57BL/6 mice were infected by adenoviruses that express SHP-WT or T55A or by empty adenoviruses, and one week later the mice were sacrificed. **a** Experimental outline (left). Levels of SHP protein determined by IB (right). **b** DNA methylation at the promoters of the indicated genes measured by MeDIP. **c** Levels of mRNA of the indicated genes measured by RT-qPCR. **d** For 2 days prior to brief fasting and sacrifice, drinking water for the mice was 4% deuterated water. Hepatic DNL was measured as described in Methods. **e** Liver triglyceride (TG) levels. **f**–**g** PMHs were prepared from SHP-KO mice and cultured for 48 h. The PMHs were transfected with plasmids expressing control, SHP-WT, a phosphorylation-defective SHP-T55A mutant, or a phosphorylation-mimic SHP-T55D mutant. Seventy two hours later, cells were cultured in serum-free media overnight and then treated with vehicle or FGF19 for 2 h (**f**) or 6 h (**g**). **f** Interaction of SHP and DNMT3A determined by CoIP assays. Four culture plates were pooled for each sample. The experiment was repeated two times with similar results. **g** Luciferase activities normalized to β-galactosidase activities in PMH transfected with the indicated plasmids. **b**–**e**, **g** The mean values ± SD are plotted (**b**–**e**, *n* = 4 mice; **g**, *n* = 4 PMH culture dishes). Statistical significance was determined by one-way ANOVA with the Tukey post-test. *P < 0.05, **P < 0.01, ns, statistically not significant.

To avoid confounding effects of endogenous SHP expressed in C57BL/6 mice in the studies above and to further test whether the SHP phosphorylation is important for repression of *Fasn* in a cell-autonomous manner, expression of SHP-WT, p-defective T55A-SHP, or p-mimic T55D-SHP was reconstituted in primary hepatocytes isolated from SHP-KO mice. FGF19 treatment increased the interaction of DNMT3A with SHP-WT, while the T55A mutation decreased the interaction and the T55D mutation increased the interaction even in cells not treated with FGF19 (Fig. 6f). Further, in reporter assays in hepatocytes treated with FGF19, co-expression of DNMT3A with SHP-WT or T55D-SHP, but not with T55A-SHP, decreased the SREBP1-mediated *Fasn* promoter activity (Fig. 6g). Together, these results indicate that FGF15/19-induced phosphorylation of SHP is required for its interaction with DNMT3A in repression of *Fasn* and hepatic lipogenesis.

### Liver-specific downregulation of DNMT3A partially reverses SHP-mediated inhibition of lipogenesis and hepatosteatosis in obese mice

Adenoviral-mediated liver-specific expression of SHP was shown to reduce hepatic TG levels in obese mice^21,39^. We, thus, examined whether the repression of lipogenic genes via DNA methylation and consequently, decreased hepatic lipogenesis, played a role in the SHP-mediated lipid-lowering effects, and further examined the role of DNMT3A in mediating these effects. Mice were fed with either a normal chow diet (ND) or a high-fat and high-fructose (HF/HF) diet and then, SHP was expressed and/or DNMT3A was downregulated in the liver using viral expression vectors (Fig. 7a, b).

**Fig. 7:**
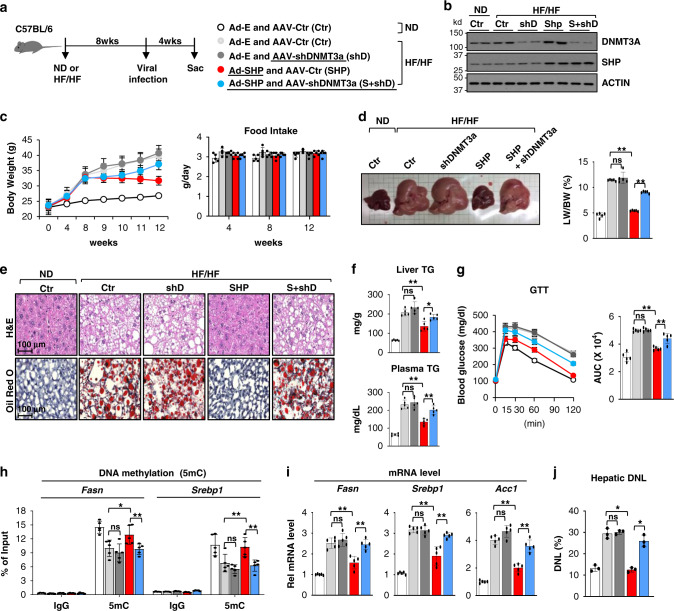
SHP-mediated repression of lipogenesis and amelioration of fatty liver in obese mice are diminished by liver-specific downregulation of DNMT3A. C57BL/6 mice were fed normal chow diet (ND) or a high-fat /high-fructose (HF/HF) diet for 8 weeks, then infected with the combinations indicated in (**a**) of AAV-empty (Ctr), AAV-shDNMT3A, Ad-SHP, and Ad-empty (Ctr) and sacrificed 4 weeks later. **a** Experimental outline. **b** Levels of DNMT3A and SHP protein in the liver determined by IB. Shown are results for two mice and IB analysis was done twice. **c** Changes in body weight (left) and food intake (right). **d** Representative images of livers tissues (left) and the ratio of liver/body weight (right, *n* = 5). **e** Liver sections stained with H&E (upper panels) and Oil Red O (lower panels). Representative images are shown for one mouse in each group. Similar results were observed in two additional mice in each group. **f** Liver (upper) and plasma (lower) TG levels. **g** Glucose tolerance test (GTT) with calculated areas under the curve (AUC) plotted (right). **h** DNA methylation at *Fasn and Srebp1* promoter regions measured by MeDIP. **i** Levels of mRNAs of the indicated lipogenic genes determined by RT-qPCR. **j** Mice were given 4% deuterated drinking water for 2 days and DNL was measured as described in methods. **c**, **d**, **f**–**j** The mean values ± SD are plotted (**c**, **d**, **f**–**i**, *n* = 5 mice; **j**, *n* = 3 mice). Statistical significance was determined by (**d**, **f**, **g**, **i**, **j**) one-way ANOVA or (**h**) two-way ANOVA with the Tukey post-test. *P < 0.05, **P < 0.01, ns, statistically not significant.

Liver-specific overexpression of SHP decreased body weight without changes in food intake (Fig. 7c), substantially reduced the size of liver in the obese mice near to that of mice fed a normal chow, and also decreased the ratio of liver/body weight (Fig. 7d). Liver-specific downregulation of DNMT3A in obese mice at least partially blocked each of these changes mediated by SHP overexpression, while the effects of downregulation of DNMT3A alone were not significantly different from those in mice infected with AAV-empty (Fig. 7c, d). Liver neutral lipids detected by H&E and Oil Red O staining and TG levels in liver and plasma were markedly decreased (Fig. 7e, f) and glucose tolerance was also improved after overexpression of SHP (Fig. 7g). Each of these SHP-mediated beneficial effects was reversed, at least partially, by downregulation of hepatic DNMT3A (Fig. 7c–g).

In mechanistic studies, SHP expression increased DNA methylation at the *Fasn* and *Srebp1* promoters (Fig. 7h), decreased mRNA levels (Fig. 7i) and decreased lipogenesis (Fig. 7j), and each of these SHP-mediated effects was blunted by downregulation of DNMT3A (Fig. 7h–j). These results demonstrate that SHP-mediated repression of hepatic lipogenesis and amelioration of fatty liver in obese mice is largely dependent on DNMT3A.

### In obese mice, decreased occupancy of SHP and DNMT3A and DNA methylation at *Fasn* are associated with increased gene expression

Previous studies have suggested that FGF15/19 signaling is defective in fatty livers of obese mice and NAFLD patients^21,42,43^. Because FGF15/19 enhances the gene repression function of SHP^21,38^, we examined whether the occupancy of SHP and DNMT3A and DNA methylation levels at the *Fasn* promoter are altered in obese mice.

Occupancy of SHP and DNMT3A was significantly reduced at the *Fasn* promoter and DNA methylation was decreased at *Fasn and Srebp1* promoters in obese mice fed high-fat diet (HFD) (Fig. 8a, b). Consistent with these results, mRNA levels of these genes were increased over 4-fold in obese mice (Fig. 8c) and protein levels of FASN, detected only in the cytoplasm, and SREBP1, detected primarily in the nucleus, were also increased (Fig. 8d) as described previously^44^. DNMT3A protein levels, predominantly in the nucleus, were similar in the lean and obese mice (Fig. 8d). While total SHP levels were not markedly changed in the obese mice, intriguingly, SHP nuclear levels were substantially reduced (Fig. 8d). The decreased nuclear SHP levels and SHP binding at the *Fasn* promoter in obese mice are consistent with decreased binding of DNMT3A and DNA methylation, and increased *Fasn* expression.

**Fig. 8:**
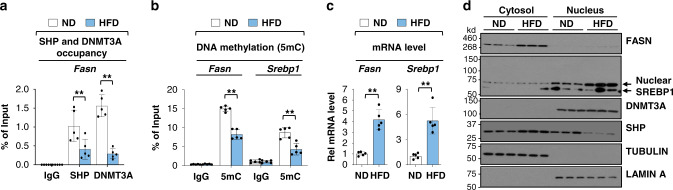
In obese mice, occupancy of SHP and DNMT3A and DNA methylation at lipogenic genes are low, with elevated gene expression. C57BL/6 mice were fed a HFD for 12 weeks. **a** SHP and DNMT3A occupancies at the promoter of hepatic *Fasn* determined by ChIP. **b** Methylated DNA at the *Fasn* promoter determined by MeDIP. **c** Levels of *Fasn* mRNA measured by RT-qPCR. **d** FASN and SREBP1 protein levels in whole cell liver extracts determined by IB. Results from two mice in each group are shown and the IB analysis was done once. **a**–**c** The mean values ± SD are plotted (*n* = 5 mice). Statistical significance was determined by (**a**, **b**) two-way ANOVA with the Tukey post-test or (**c**) two-tailed Student’s *t* test. **P < 0.01.

### In NAFLD patients, lipogenic gene expression is increased, which is consistent with decreased occupancy of SHP and DNMT3A and DNA methylation

Expression of lipogenic genes are highly elevated and DNA methylation at lipogenic genes is aberrantly low in NAFLD patients^3,4^, but the underlying mechanisms are unclear. We, thus, examined whether the occupancy of SHP and DNMT3A and DNA methylation at lipogenic genes are altered in NAFLD patients with steatosis or NASH-fibrosis.

The mRNA levels of key lipogenic genes, *FASN, SREBP1 and DGAT1*, were substantially increased and those of DNMT3A were modestly increased, while *SHP* mRNA levels were little changed in the NAFLD patients (Fig. 9a). The protein levels of *FASN* were also elevated in the patients with steatosis and further elevated in the patients with NASH-fibrosis, whereas protein levels of both DNMT3A and SHP were not significantly changed in these patients compared to normal subjects (Fig. 9b). Despite unchanged proteins levels of DNMT3A and SHP in the patients, the occupancy of DNMT3A and SHP at the lipogenic genes, *FASN, SREBP1 and DGAT1*, was decreased, which is consistent with decreased DNA methylation (Fig. 9c, d, Supplementary Figs. 4, 5). In contrast, DNA methylation at *CYP7A1* was not detectable in either normal subjects or the NAFLD patients (Supplementary Fig. 5). These results suggest that decreased occupancy of DNMT3A and decreased DNA methylation at lipogenic genes contribute to elevated gene expression in the NAFLD patients.

**Fig. 9:**
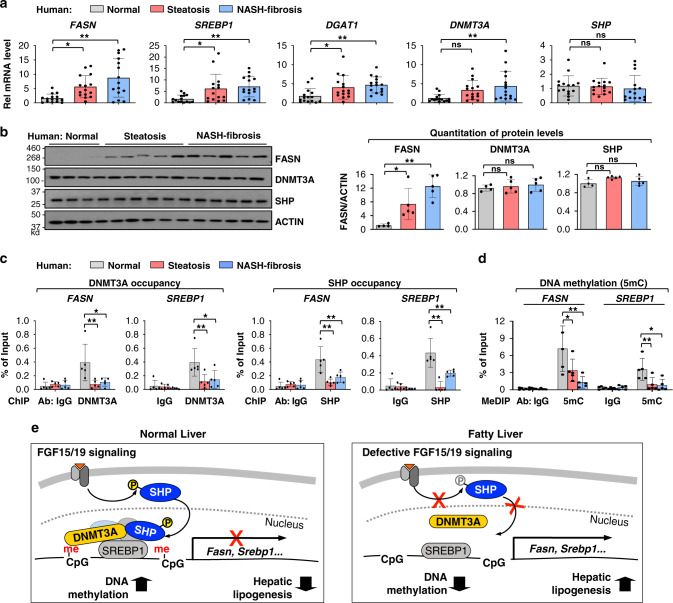
In NAFLD patients, occupancy of DNMT3A and SHP and DNA methylation at lipogenic genes are decreased, which is consistent with increased gene expression. **a** Hepatic mRNA levels of the lipogenic genes, *DNMT3A* and *SHP*, determined by RT-qPCR for 15 normal individuals and 15 simple steatosis and 15 severe NASH-fibrosis patients. **b** Protein levels of FASN, DNMT3A, and SHP in liver extracts of normal subjects and NAFLD patients. Liver extracts from 15 individuals were randomly combined to form 4 (normal, 3 or 4 individuals) or 5 (steatosis and NASH, 3 individuals) pooled samples. **c** Liver extracts from 15 individuals were randomly combined to form 5 pooled samples, each containing 3 individual samples. DNMT3A and SHP occupancies at the *FASN* and *SREBP1* promoters. **d** Methylated DNA at the *FASN* and *SREBP1* promoters. **a**–**d** The mean and standard deviation are plotted. **a** (*n* = 15 individuals), **b** (*n* = 4, normal, *n* = 5, patients), **c**, **d** (n = 5, individuals). Statistical significance was determined by (**a**, **b**) one-way ANOVA or (**c**, **d**) two-way ANOVA with the Tukey post-test. *P < 0.05, **P < 0.01, ns, statistically not significant. **e** Model: An FGF15/19-SHP-DNMT3A axis represses hepatic lipogenesis physiologically but may be defective in fatty liver. Normal liver (left): FGF15/19 signaling-activated SHP via phosphorylation recruits DNMT3A to SREBP1-bound lipogenic genes, which results in DNA methylation and epigenetic repression of lipogenic genes in the late fed state. Fatty liver (right): In NAFLD patients and obese mice, impaired FGF15/19 signaling leads to decreased phosphorylation of SHP, resulting in decreased nuclear localization and occupancy of SHP at lipogenic genes, and consequently, decreased recruitment of DNMT3A and DNA methylation, which is associated with increased gene expression.

## Discussion

Hepatic lipogenesis is normally tightly regulated, increasing in response to elevated blood insulin and glucose levels upon feeding and decreasing during fasting^1,2,6^. Dysregulation of this control results in excessive lipogenesis, which contributes to NAFLD^3^. In this study, we show that lipogenic gene expression in the late fed state does not decrease passively because of decreased insulin/glucose-mediated stimuli, but is actively repressed physiologically by FGF15/19. Mechanistically, SHP, activated by FGF15/19 signaling-mediated phosphorylation, recruits DNMT3A to lipogenic genes that have been activated by SREBP1, resulting in DNA methylation and epigenetic repression of the genes. In contrast, in NAFLD patients and obese mice, binding of SHP and DNMT3A at the lipogenic genes and DNA methylation is decreased, suggesting that a dysregulated FGF15/19-SHP-DNMT3A axis contributes to the elevated lipogenesis that has been observed in obesity^3,4^ (Model, Fig. 9e).

Hepatic lipogenesis is epigenetically regulated by histone/chromatin modifying proteins in response to nutritional and hormonal cues. Sul and colleagues showed that *Fasn* gene transcription is activated upon feeding/insulin signaling by coordinated actions of key regulatory proteins, such as USF-1 and BAF60c^1,25,26^. SETDB2 lysine methyltransferase was shown to link fasting-induced glucocorticoid signaling to inhibition of SREBP1 activation of lipogenesis^27^ and the lipogenic function of SREBP1 is also inhibited by fasting-sensing SIRT1^45^. Epigenetic regulation of lipogenic genes by histone modifications is, thus, a key mechanism for the maintenance of lipid homeostasis, but our findings show that DNA methylation mediated by an FGF19-SHP-DNMT3A axis is also an important contributor to epigenetic repression of lipogenesis. Hepatic lipogenesis is also regulated in response to circadian cues. Lazar and colleagues showed that global recruitment of HDAC3 to lipogenic genes by the circadian nuclear receptor, Rev-erbα^46^, displays a diurnal rhythm^28^. Notably, plasma FGF15/19 levels fluctuate in a circadian manner^13,14^ and SHP also plays an important role in circadian regulation of TG metabolism by the Clock gene^47^. A recent study showed DNA methylation by DNMT1 and DNMT3A reciprocally regulate the circadian period^48^. It is, thus, highly possible that epigenetic repression of lipogenesis by the FGF15/19-SHP-DNMT3A axis displays a diurnal rhythm.

FGF15/19 has received great attention as a therapeutic target for NAFLD and diabetes, as well as, cholestatic liver disease^7–9^. Despite intensive research efforts, the molecular mechanisms by which FGF15/19 lowers lipid levels are not clearly understood, although FGF19 was shown to inhibit insulin-mediated induction of *Fasn* in rat hepatocytes^49^. In the present study, recruitment of DNMT3A by SHP at lipogenic genes, DNA methylation at the genes, and their repression in the late fed state were largely abolished in FGF15-KO mice, revealing FGF15/19 as a physiological repressor of lipogenesis. While this study focuses on FGF15/19, other postprandial hormones or regulatory pathways may contribute to late fed-state repression of lipogenic genes. However, feeding-mediated increases in DNA methylation at the *Fasn* promoter and gene repression were severely blunted in FGF15-KO mice, suggesting that FGF15/19 likely plays a major role in the physiological repression of lipogenesis. FGF15/19-induced cellular pathways, other than through the SHP-DNMT3A axis, may also have a role in the repression. Since FGF15/19 enhances FXR functions via phosphorylation^36,37^ and FXR induces expression of *Fgf15/19 and Shp*^7,8^, FXR could also have a role in the FGF19-mediated repression of lipogenesis. Further, FGF19-activated SHP reduces hepatic TG levels by regulating phosphatidylcholine levels^21^. The blunting of FGF19 effects on lipogenic gene expression and lipogenesis in SHP-KO mice and in DNMT3A-downregulated mice support the conclusion that the SHP-DNMT3A pathway is likely a major contributor to the repression of lipogenesis by FGF15/19, but do not exclude a role for other FGF15/19-induced cellular pathways.

Global DNA methylome and transcriptome studies from NAFLD patients have shown that DNA methylation is reduced at lipid metabolic genes, such as *FASN, ACLY and GPAT1*^31–34^. However, the mechanisms underlying the low DNA methylation at lipogenic genes in obesity are poorly understood. In the present study, occupancy of SHP and DNMT3A and DNA methylation at the lipogenic genes were substantially reduced in NAFLD patients, although hepatic protein levels of DNMT3A and SHP expression are unchanged. FGF15/19-mediated activation of SHP via phosphorylation is important for its nuclear localization^21,38^ and FGF15/19 signaling was shown to be impaired in NAFLD patients and obese mice^21,42,43^, which is consistent with reduced phosphorylation of SHP and consequently, decreased nuclear levels of SHP in the patients and obese mice. We further show that this FGF15/19-induced phosphorylation is important for the interaction of SHP with DNMT3A. Our findings suggest that DNA hypomethylation at lipogenic genes in NAFLD patients may, thus, be in part due to decreased DNMT3A occupancy at lipogenic genes as a result of a defective FGF15/19-SHP axis, which contributes to increased gene expression.

In the present study, viral-mediated overexpression of SHP in obese mice substantially reduces liver TG levels by inhibiting SREBP1 and lipogenesis, which differs with the results from previous transgenic SHP mouse studies. Transgenic mice constitutively overexpressing SHP (6-7 fold) exhibit obesity and hepatic steatosis^50^. SHP-KO mice are lean but display insulin resistance^51^, and *Shp* deletion in the liver was also shown to prevent hepatic steatosis in mice fed a western diet^52^. In contrast, bile acid-activated FXR reduces hepatic TG levels by inhibiting SREBP1 via SHP^53^ and that viral-mediated overexpression of SHP in obese mice decreases hepatic TG levels in part by regulating phosphatidylcholine levels^21^ and by inhibiting lipogenesis as observed in the current study. The reason for these opposite effects of germline SHP-KO compared to downregulation of SHP in adult mice on energy metabolism is unclear and warrants further investigation. It might be explained by possible compensatory changes in response to constant overexpression or lack of SHP during development that alter energy metabolism in the transgenic mice.

Our studies show that liver-specific downregulation of DNMT3A in mice partially reverses FGF19-mediated DNA methylation at the *Fasn* promoter and repression of lipogenesis. Further, in obese mice, decreased lipogenic gene expression, de novo lipogenesis, and decreased hepatic steatosis and glucose tolerance mediated by SHP were also dependent on hepatic DNMT3A. In contrast to our findings of beneficial effects of hepatic DNMT3A, a recent study has shown that adipocyte DNMT3A mediates insulin resistance in adipose tissue^29^. Further, adipo-specific DNMT3A-KO mice were protected from diet-induced insulin resistance and glucose intolerance, adipocyte *Fgf21* was identified as a target gene inhibited by DNMT3A, and intriguingly, DNA methylation at the *Fgf21* gene was elevated in adipose tissue of diabetic patients^29^. Thus, tissue-specific effects of DNMT3A function, which are beneficial in liver but detrimental in adipose tissue, may result in undesired effects if DNMT3A is targeted systemically to treat obesity-associated diseases. Tissue-specific targeting to activate or inhibit DNMT3A in liver or adipocytes, respectively, or targeting the FGF19-SHP axis may be required for a beneficial response.

In summary, we demonstrate that FGF15/19 and FGF15/19-activated SHP actively repress hepatic lipogenesis in the late fed state by recruiting DNMT3A to lipogenic genes. This active repression both limits the increase in mRNA and protein levels of lipogenic genes observed after feeding and begins the transition from the fed- to a fasted state. However, this FGF15/19-SHP-DNMT3A axis is likely dysregulated in NAFLD patients and obese mice, which contributes to decreased DNA methylation at the lipogenic genes and increased gene expression^31–34^. NAFLD is the most common chronic liver disease that can progress to fatal cirrhosis and cancer, but etiology of disease development is poorly understood and therapeutic options are limited^3^. The FGF15/19-SHP-DNMT3A axis identified in this study, thus, may provide therapeutic options for NAFLD and other obesity-associated disease.

## Methods

### Materials and reagents

Antibodies for SHP (sc-30169), DNMT3A (sc-10232), DNMT3B (sc-10236), DNMT1 (sc-10222), SREBP1 (sc-8984), tubulin, and lamin (sc-20680) were purchased from Santa Cruz Biotechnology; for FASN (#3180) and actin (#4970) from Cell Signaling; and for 5-methylcytosine (5mC, A3001-200) from Zymo Research. Information on antibody dilution is provided in Supplementary Table 1. Deuterium oxide (113366) was purchased from Millipore Sigma.

### Animal experiments

Male mice were housed at 23 °C, 12 h/12 h light/dark cycle, and 50% humidity, and food and water were available ad libitum. SHP-KO^54^ and FGF15-KO^17^ mice have been described. For fasting/refeeding experiments, 8 week-old male SHP-KO mice and control C57BL/6 mice, or FGF15-KO mice and control littermates were fasted overnight and then fed normal chow for the times indicated. For adenoviral and AAV injections, 0.5 to 1.0 × 10^9^ active viral particles and 1–2 × 10^11^ genome copies/body weight, respectively, were injected via the tail vein. SHP-WT or SHP-T55A were expressed in mice by injection via the tail vein with Ad-SHP-WT or Ad-SHP-T55A, respectively. One week later, the mice were fasted for 4 h and sacrificed. Adenovirus expressing SHP, Ad-SHP-WT or SHP-T55A, have been described^18,21,39^. For liver-specific downregulation of DNMT3A, C57BL/6 mice were injected with AAV-control or AAV-shRNA for DNMT3A via the tail vein and 6 weeks later were fasted overnight and then treated with 1 mg/kg FGF19 for 2 h for DNA methylation and pre-mRNA studies, for 6 h for mRNA studies, and for 2 days for lipogenesis studies. To induce NAFLD, C57BL/6 mice were fed a high-fat (60% fat; Research Diets) diet with 25% fructose in the drinking water for 8 weeks. Obese mice were injected with viruses and 4 weeks later were sacrificed after 4 h of fasting. For GTT, mice were fasted overnight and injected i.p. with 2 g/kg glucose, and blood glucose levels were measured using an Accu-Chek Aviva glucometer (Roche). Liver or serum TG levels were measured using a commercial kit (Abcam, ab65336). Liver tissue was frozen in OCT compound, sectioned, and stained with H&E and Oil Red O.

### Study approval

Animal protocols were approved by the Institutional Animal Care and Use Committee and experiments were approved by the Institutional Biosafety Committee of the University of Illinois at Urbana-Champaign. All experiments were performed in accord with the ethical guidelines for animals of the National Institutes of Health (NIH).

### RNA-seq

C57BL/6 mice were fasted overnight and treated with 1 mg/kg FGF19 or vehicle for 6 h. The RNAs from livers of fasted mice (*n* = 3/group) were prepared using the RNeasy mini prep kit (Qiagen). The cDNA libraries were sequenced using an Illumina HiSeq2000 (Illumina, San Diego, CA) to produce paired-end 100 bp reads. One library of reads per biological sample was examined for sequencing errors prior to mapping. Sequencing alignment was performed by STAR ver 2.6.0c, and the sequence data were analyzed with the edgeR-based R, version 3.5.0 (R Core Development Team, Vienna, Austria) pipeline. Differences between the control and FGF19-treatment samples with a *p* < 0.01 were considered significant. Gene ontology (G/O) was analyzed by the DAVID 6.8. For validation, mRNA levels of selected genes were determined by RT-qPCR and normalized to 36B4 levels with the primers listed in Supplementary Table 2.

### Mouse hepatic CpG islands and SHP cistrome

The positions of CpG islands in the mouse genome were downloaded from (http://hgdownload.soe.ucsc.edu/goldenPath/mm9/database/cpgIslandExt.txt.gz) and the SHP cistrome was described in previous liver ChIP-seq studies^18^. SHP binding peaks that overlapped with CpG islands for at least 1 bp were considered overlapping.

### Bisulfite sequencing

Mouse genomic DNA was subjected to DNA denaturation and bisulfite conversion processes using the EZ DNA Methylation-Direct Kit (Zymo Research, D5030). The bisulfite-modified DNA was amplified by PCR using the primers designed using EpiDesigner 1.0 (http://www.epidesigner.com/start3.html). The amplified DNA was sequenced and the sequence data were analyzed by BISMA 1.0 software (http://services.ibc.uni-stuttgart.de/BDPC/BISMA/) using default threshold settings.

### Hepatic de novo lipogenesis (DNL)

Mice were injected i.p. with 27 ul/g of D_2_O and then were given drinking water that contained 4% D_2_O. After 2 days, mice were sacrificed and lipids were extracted from liver tissue by Folch’s extraction procedure. Briefly, lipids were extracted by homogenization in chloroform/methanol/water (8:4:3) followed by centrifugation. The extracted lipids in the organic phase were analyzed by mass spectroscopy to determine composition of fatty acids in the lipid sample. The percentage of fatty acids formed by DNL during D_2_O exposure was calculated.

### Cell culture

Primary mouse hepatocytes (PMHs) were isolated by collagenase (0.8 mg/ml, Sigma, Inc) perfusion through the portal vein of mice anesthetized with isoflurane. Hepatocytes were filtered through a cell strainer (100 µm nylon, BD), washed by centrifugation with M199 medium, resuspended in M199 medium, centrifuged through 45% Percoll (Sigma, Inc.), and cultured in M199 medium containing 10% FBS.

### ChIP, MeDIP, and CoIP

For ChIP assays, liver tissue was minced, washed twice in PBS, and then incubated with 1% formaldehyde for 10 min at 37 °C. Glycine was added to 125 mM for 5 min at room temperature. The tissue was washed in PBS, resuspended in ice-cold IP lysis buffer (10 mM KOH-Hepes, pH 7.9, 1.5 mM MgCl_2_, 10 mM KCl, 0.2% Nonidet P40, 1 mM EDTA, 5% sucrose) and homogenized with a Dounce homogenizer. The homogenate was layered over a sucrose cushion (10 mM Tris-HCl pH 7.5, 15 mM NaCl, 60 mM KCl, 1 mM EDTA, 10% sucrose) and centrifuged at 3000 × *g* for 5 min. The nuclear pellet was resuspended in sonication buffer (50 mM Tris-HCl, pH 8.0, 2 mM EDTA, and 1% SDS). For MeDIP, genomic DNA was isolated from the liver using a DNA isolation kit (Qiagen). The resuspended nuclear pellet or genomic DNA in sonication buffer with protease inhibitors was sonicated using a QSonica 800R2-110 at amplitude setting 70% with sonication pulse rate 15 s on and 45 s off. The chromatin sample (500 µl) was precleared by incubation with Protein G–Sepharose slurry for 1 h and immunoprecipitated using 1–2 µg of antibody or IgG overnight at 4 °C. The immune complexes were collected by incubation with a Protein G Sepharose slurry for 1 h, washing with 0.1% SDS, 1% Triton X-100, 2 mM EDTA, 20 mM Tris-HCl, pH 8.0, three times containing successively 150 mM NaCl, 500 mM NaCl, or 0.25 M LiCl, and then eluted. The chromatin samples were incubated overnight at 65 °C to reverse the crosslinking. DNA was isolated and enrichment of gene sequences in the immunoprecipitates was determined by RT-qPCR. For re-ChIP, chromatin samples were immunoprecipitated with the first antibody, the beads were washed, chromatin was eluted with 10 mM DTT, diluted 20X with 20 mM Tris-HCl, pH 8.0, 150 mM NaCl, 2 mM EDTA, 1% Triton X-100, and immunoprecipitated with the second antibody. Sequences of primers used for the qPCR are in Supplementary Table 2. For CoIP, cell extracts were prepared by brief sonication in CoIP buffer (50 mM Tris–HCl, pH 8.0, 150 mM NaCl, 2 mM EDTA, 0.5% NP‐40, 5% glycerol). The samples were incubated with 1–2 μg of antibodies for 3 h and 30 μl of a 25% protein G agarose slurry was added. One hour later, beads were washed with CoIP buffer three times and bound proteins were detected by IB.

### Luciferase reporter assay

Hepatocytes were transfected with expression plasmids as indicated, including those for DNMT3A-WT and a catalytically inactive mutant DNMT3A-C706S^29^, for 72 h and the cells were incubated in serum-free medium overnight and treated with or without FGF19 (50 ng/ml) for 6 h. The values for luciferase activities were normalized to β-galactosidase activities.

### RT-qPCR

Total RNA was isolated using Trizol, cDNA was synthesized and RT-qPCR was performed with the iCycler iQ (Bio-Rad). The amount of mRNA or pre-mRNA was normalized to that of 36B4 mRNA. To measure pre-mRNA levels of lipogenic genes, forward primers in exon 1 and reverse primers in intron 1 were used for the qPCR. Sequences of primers are in Supplementary Table 2.

### NAFLD patient study

Liver specimens from 15 unidentifiable normal individuals without liver disease or steatosis or severe NASH-fibrosis patients were obtained from the Liver Tissue Cell Procurement and Distribution System (LTCDS) that operates under a contract from the NIH. The LTCDS obtains organ transplant tissues from regional centers in the United States that have obtained the human subjects’ approval to provide portions of the resected pathologic liver for which the transplant is performed or portions from normal livers rejected for transplant. Because the specimens or data were not collected specifically for this study and no one on our study team has access to the subject identifiers linked to the specimens or data, this study is not considered human subjects research and ethical approval was not required (See section 46.104 in Part 46—Protection Of Human Subjects in the Electronic Code of Federal Regulations at the following link: https://www.ecfr.gov/cgi-bin/retrieveECFR?gp=&SID=3cd09e1c0f5c6937cd9d7513160fc3f&pitd=20180719&n=pt45.1.46&r=PART&ty=HTML#se45.1.46_1104). Protein levels (*n* = 4–5, each pooled from 3 to 4 individual liver samples/lane) were detected by IB, mRNA levels (*n* = 15) by RT-qPCR, and protein occupancy and DNA methylation by ChIP and MeDIP, respectively.

### Statistical analysis

GraphPad Prism 8 (version 8.2) was used for data analysis. Statistical significance was determined by the Student’s two-tailed t-test or one- or two-way ANOVA with the Tukey post-test for single or multiple comparisons as appropriate.

### Reporting summary

Additional information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

## Data Availability

The RNA-seq data in the present study and the published SHP ChIP-seq data^18^ are deposited in the Gene Expression Omnibus (GEO) database with the Accession Numbers GSE158359 and GSE74913, respectively. Any other data are available upon reasonable request from the corresponding author. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: Intestinal FGF15/19 physiologically repress hepatic lipogenesis in the late fed-state by activating SHP and DNMT3A
**Source:** Nat Commun. 2020 Nov 24;11:5969. doi: 10.1038/s41467-020-19803-9
**Supplement:** Supplementary file 3 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☒ ☐ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☒ ☐ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ ☐ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

Data collection No software was used for data collection

Data analysis GraphPad Prism 6 (GraphPad software version 6.01) was used for data analysis. RNA-seq: Sequencing alignment was performed by STAR ver 2.5.0a. The project-specific parameters used were '-type histone -species mm10 -use\_pooled\_ctl'. Gene ontology analysis was performed using the program DAVID.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

The RNA-seq in the present study and the published SHP ChIP-seq data 19 are deposited in the Gene Expression Omnibus (GEO) database with the Accession Numbers \_\_\_\_ and GSE74913, respectively.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                    |
|-----------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     |  In general a minimum of three independent biological samples or mice were used. Usually up to 5 mice were independently studied due to increased variability in in vivo studies. |
| Data exclusions | No data was excluded                                                                                                                                                                                                                                               |
| Replication     |  Experiments were repeated at least two times to ensure the results could be replicated                                                                                           |
| Randomization   |  Animals were arbitrarily randomly assigned to groups, but no specific method of randomization was used                                                                           |
| Blinding        |  Investigators were not blinded to the sample groups.                                                                                                                             |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

|                                     |                                                                                                                                          |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Involved in the study                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                                                                                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology                                                                                   |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms                                                                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                                                                                                   |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern                                                                                    |

### Methods

|                                     |                                                 |
|-------------------------------------|-------------------------------------------------|
| n/a                                 | Involved in the study                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

|                 |                                                                                                                                                              |
|-----------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used |  Antibodies are described in Methods - first paragraph.                   |
| Validation      |  Commercial antibodies were used that were validated by the manufacturer. |

## Eukaryotic cell lines

Policy information about [cell lines](#)

|                                                                      |                                         |
|----------------------------------------------------------------------|-----------------------------------------|
| Cell line source(s)                                                  | ATCC                                    |
| Authentication                                                       | Nine                                    |
| Mycoplasma contamination                                             | Not tested for Mycoplasma contamination |
| Commonly misidentified lines<br>(See <a href="#">ICLAC</a> register) | N/A                                     |

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

|                    |                                                                                                                                |
|--------------------|--------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals |  Animal information is reported in Methods. |
|--------------------|--------------------------------------------------------------------------------------------------------------------------------|

|                         |                                                                                                                                                                                            |
|-------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Wild animals            | <div>None</div>                                                                                                                                                                            |
| Field-collected samples | <div>None</div>                                                                                                                                                                            |
| Ethics oversight        | <div> ACUC and Institutional Biosafety Committees of the University of Illinois at Urbana-Champaign</div> |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

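The re-analysis used the RNA-seq of livers of C57BL/6 mice, with 3 vehicle-treated and 3 FGF19-treated mice, 8 weeks old, fasted overnight and treated for 6 h with vehicle or with FGF19 at 1 mg/kg. Conditions, replicate numbers and age were taken from the sample labels, and the dose, time and number of mice from the methods. No other experiment of the paper was analysed here.

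The authors aligned the reads with STAR and counted reads on exons with featureCounts 1.5.2 and an annotation of mm9, and the deposited count of each gene is the raw number of reads, without normalization. The header of these files shows that strand was not used, that mates of a pair were counted as separate reads and that reads aligned to several places were left out. The methods and the reporting summary of the paper name different versions of STAR, and the alignments themselves were not used here. The merged exon length of 23102 genes in the mm9 reference was equal to the length given in the files, and 136 of the 23284 genes are listed on more than 1 chromosome or strand. A second kind of file is the authors' deposited table of their comparison of FGF19 with vehicle. Its log2 fold changes and mean log2 CPM, which the authors computed with edgeR from the counts, cover 12143 genes. Its p-values and FDR, which the authors computed with edgeR, were used only to compare calls and counts of calls. Fig. 2a labels its axis as log10 fold change, and the scale of the table was checked to be log2 against fold changes computed from the counts.

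The total count per mouse was between 18994654 and 22920056. A count of 0 allows up to 3 counts, or between 0.131 and 0.158 CPM. No pair of libraries differed by less than the sampling noise, since the chi-square statistic per degree of freedom was between 8.25 and 39.4 within groups and between 68.1 and 99.6 between groups, so all 6 libraries were counted as separate samples.

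Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were kept by edgeR's filterByExpr with its defaults and the treatment group, which left 12559 genes, and scaled by TMM. The 2 groups were compared with edgeR's quasi-likelihood test without covariates. The paper states an edgeR pipeline and p under 0.01 and its text does not name the kind of edgeR test, so the quasi-likelihood test was a choice. The common dispersion was 0.0163. Counts are reported at p under 0.01, which is the threshold of the paper, and at an adjusted p under 0.05 by Benjamini-Hochberg adjustment over all genes tested. The quasi-likelihood test, the likelihood ratio test, the exact test, limma-voom and DESeq2 were tested on simulated data with 12500 genes tested, of which 200 were changed by known amounts. They recovered 200, 200, 200, 199 and 198 of them, with 12, 11, 9, 11 and 16 unchanged genes called. The changed genes were drawn from those with higher counts and all had the same fold change, up or down. Every simulated gene had the common dispersion. The recovery therefore checks that the tests run as intended, and does not measure their power for smaller changes or more variable genes.

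The gene lists were the lipogenic genes of Fig. 2a, other lipogenic genes, cholesterol synthesis, bile acid synthesis, endoplasmic reticulum chaperones, acute phase and interferon response genes, and, for checks only, circadian clock genes, ERK response genes, PPARα targets, proliferation genes, male-biased and female-biased liver genes, genes of the Y chromosome, and markers of liver cell types, blood cells, adipocytes and pancreatic acinar cells. The lists were compared with the other genes by camera in limma 3.58.1 with a preset correlation of 0.01 and by fry in the same package, with adjustment over the 7 lists. Enrichment among genes lower at p under 0.01 was tested with a one-sided Fisher's exact test against the 12559 genes tested and against 10000 random lists matched on mean expression. The 833 Reactome pathways with between 10 and 300 tested genes came from the mouse pathways in fgsea 1.28.0, and 99.4% of the genes tested had an Entrez identifier. They were used in place of the GO terms of the paper, because DAVID was not used here. Single genes were named by a rule that takes the genes of Fig. 2a, genes the paper names, and the 5 largest rises and 5 largest falls among genes with an adjusted p under 0.05, a mean of at least 1 CPM and no overlap between the groups. Fgf15 and Adipoq did not pass the filter on low counts and were not tested. The values of 1 other gene are not reported here.

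The alternatives were DESeq2 1.42.0, no TMM scaling, no filter on low counts, a stricter filter of at least 1 CPM in every library, the likelihood ratio test, the exact test, limma-voom, the replicate number as a block, each library left out in turn, other thresholds, expression-matched lists, fry, and a correlation estimated from the data. The last of these was run on the Reactome pathways only. The test, the gene lists, the rule for named genes and these alternatives were set before the data were examined. An exact test with a fixed dispersion of 0.01 was added after the deposited table had been seen, and it gave the fold changes and p-values of that table for all 12143 genes to within 7.11e-15 and 1.23e-14. To look for a setting that gives the counts of the paper, 372 settings were tried after the data had been seen, namely 94 fits at p under 0.01, 50 other thresholds on those fits and 228 thresholds on the deposited table. Of these, 0 gave both counts and 0 gave 1 of the 2. No value in the text was taken from this search in place of the planned result.

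GC content and exon length of each gene and CpG islands within 500 bp of the transcription start were computed from the mm9 reference with Python 3.11.15. An island was a window of 200 bp with a GC content of at least 0.5 and a ratio of observed to expected CpG of at least 0.6. The trend of the log2 fold changes on GC content and length was removed with a loess fit of span 0.5. The effect of depth was checked by thinning each library at random to the smallest total. Figures were drawn with matplotlib 3.10.9.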

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

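The tests of paralogs, of abundant genes, of GC content and length, of an inflammatory stimulus and of other splits of the mice were chosen after these results had been seen. The paper reports GO terms for genes increased by FGF19 and does not discuss the genes below, whose levels after FGF19 treatment lay above those of every vehicle-treated mouse.

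The largest rises were those of Saa2, Saa1, Lcn2, Saa3 and Orm2, with log2 fold changes of 8.28, 6.65, 6.61, 6.26 and 5.68. Saa2 was at 7.69 ± 2.67 CPM (SD, n = 3) in vehicle-treated mice and 2377 ± 286 CPM (SD, n = 3) in FGF19-treated mice, and Lcn2 at 5.81 ± 0.753 CPM (SD, n = 3) and 569 ± 123 CPM (SD, n = 3). The adjusted p was between 5.24e-07 and 1.36e-05 for the 5 genes in edgeR's quasi-likelihood test, and across the 6 fits that each left out a library their log2 fold changes were between 5.44 and 8.53. The median log2 fold change of the 25 acute phase genes was 1.61, and abundant genes of the list such as Fga (4439 ± 625 CPM against 13516 ± 651 CPM, SD, n = 3) and Hp (3742 ± 250 CPM against 8840 ± 584 CPM, SD, n = 3) rose too, and were chosen as examples after their values were seen. The studied tissue expresses all 25 genes of the list, and Fgb is also on the list of hepatocyte markers.

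Several technical explanations are argued against by these values. The median was 1.60 with libraries scaled by total count alone, so the scaling by TMM does not account for the rise. Scaling by total count is itself exposed to a few genes taking many of the counts, so it cannot decide that explanation. The 10 genes with the most counts took between 17.9% and 19.3% in the vehicle-treated mice and between 18.1% and 19.6% in the FGF19-treated mice. Such similar shares argue against it. Reads shared between near-identical genes affect how the counts of the Saa and Orm genes are divided, but the 14 genes of the list outside such families had a median of 1.32, with 14 of 14 higher and 13 at an adjusted p under 0.05 in edgeR's quasi-likelihood test. After the trend of the log2 fold changes on GC content and exon length was removed, the median was 1.54.

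Of the 10 splits of the 6 mice into groups of 3, 1 gave a median as far from 0, the real one, and the other 9 gave at most 0.55. With 10 splits this count cannot decide against a chance split by itself. Against the spread between the mice, 22 of the 25 genes had an adjusted p under 0.05 in edgeR's quasi-likelihood test.

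Other explanations stay open. In 3 of 3 FGF19-treated mice the median of the list was above that of every vehicle-treated mouse, which an inflammatory stimulus in the injected FGF19 preparation and an effect of FGF19 itself would both give. These cannot be told apart here, because every FGF19-treated mouse received FGF19 and no group received another protein. A response to FGF19 is therefore a hypothesis that the design leaves untested.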

How the results depend on the processing

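The lower median of the Fig. 2a lipogenic genes (-0.84 to -0.57), the lower median of the bile acid synthesis genes (-0.21 to -0.15), the higher medians of the acute phase (1.41 to 1.64), ER chaperone (0.83 to 1.01) and interferon response genes (0.66 to 0.87), and the enrichment of cytochrome P450 genes among lower genes (2.54-fold to 7.56-fold) kept their direction and passed p under 0.05 in each alternative run. For the gene lists limma-voom repeats the planned camera test with the same p, so it is no separate test of them. The correlation estimated from the data was applied to the Reactome pathways only, so the gene lists were not tested under it. DESeq2, no TMM scaling, no filter, the stricter filter and limma-voom each left the counts of lower and higher genes at both thresholds within 1.5 times those reported. The share of higher genes among those at p under 0.01 was 55.4% and at the lowest 51.8% with other scalings and filters. The median log2 fold change of all genes tested was between -0.0053 and -0.00076 with the 3 scalings.

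The counts moved by more than 1.5 times in other alternatives. At an adjusted p under 0.01 there were 80 lower and 228 higher genes, and at p under 0.01 with at least a 1.5-fold change 215 and 472, because fewer genes pass a stricter threshold. At an adjusted p under 0.05 the lower genes numbered 579 with the likelihood ratio test and 566 with the exact test, and the cause was not tested. An exact test with a fixed dispersion of 0.01, chosen after seeing the data, gave 952 lower and 1217 higher genes at p under 0.01. The fixed value is below the common dispersion of 0.0163 estimated from the libraries.

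Across the 6 fits that each left out a library, the lower genes at p under 0.01 numbered from 324 to 1041 and the higher genes from 542 to 1117, and those at an adjusted p under 0.05 from 91 to 926 and from 236 to 1015. The highest values are from the fit without FGF19 replicate 3, and the other 5 fits gave fewer genes than all 6 libraries. At p under 0.01 the lower genes numbered 364 without vehicle replicate 3, 371 without FGF19 replicate 1 and 324 without FGF19 replicate 2. At an adjusted p under 0.05 each of these 5 fits moved the lower genes by more than 1.5 times, to 168, 202 and 107 without vehicle replicates 1, 2 and 3 and to 118 and 91 without FGF19 replicates 1 and 2. The higher genes moved as much in 4 of them, to 323 and 236 without vehicle replicates 1 and 3 and to 295 and 276 without FGF19 replicates 1 and 2. FGF19 replicates 1 and 2 correlated across genes with r = 0.993, and FGF19 replicate 3 correlated with them at 0.985 and 0.984, the lowest values within a group. Leaving out FGF19 replicate 3 therefore removed the library furthest from its group. Whether this is why the counts rose was not tested. Of the 626 lower genes, 534 were among the 1041. Without FGF19 replicate 3 the enrichment of lipogenic genes among lower genes fell to 1.32-fold (one-sided Fisher's exact test, p = 0.361), the lowest of a range from 1.32 to 7.56. The cholesterol synthesis genes had medians from -0.33 to -0.19 in these fits, and passed in each except the fit without FGF19 replicate 3. With fry their median of -0.25 did not pass p under 0.05 either. The other lipogenic genes had medians from -0.12 to -0.0049, and passed only without vehicle replicate 3, with a median of -0.12. The number of Reactome pathways was between 122 and 161 in these fits and 0 with the correlation estimated from the data, where 49 had an unadjusted p under 0.05. The cause was not tested for these changes.

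Mice with the same replicate number did not deviate together, with correlations across genes of their deviations from the group means of -0.03, -0.18 and -0.18, so the numbers do not pair the mice. With a replicate block, 409 genes were lower at p under 0.01, and 164 were lower and 370 higher at an adjusted p under 0.05. 

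Among the genes named, the direction of 6 reversed in an alternative. Clock was at -0.00026 with no filter, -0.035 with limma-voom and -0.030 with the replicate block, and Smarcd3 at -0.011 and -0.0031 with the latter 2. Across the 6 fits that each left out a library, Clock ranged from -0.14 to 0.22, Smarcd3 from -0.23 to 0.20, Kdm1a from -0.00045 to 0.10, Setdb2 from -0.56 to 0.15, Sirt1 from -0.21 to 0.073 and Rplp0 from -0.12 to 0.051. None of these 6 genes had an adjusted p under 0.05 in the fits with all libraries or with 1 left out. The cause was not tested. In the other named genes 59 values changed their side of an adjusted p of 0.05, 36 to below it and 23 to above it.

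The depth limits genes at low counts. Fgf15, with a count of 0 in each library, was not detectable at this depth, and Adipoq, with at most 2 counts in a library, was at or below the limit of 3 counts.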

Differences from the paper's values

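For Cyp7a1, the paper's RT-qPCR values of Fig. 2c give a log2 fold change of -1.40 (n = 5), and the RNA-seq counts (n = 3) gave -4.56. The SD between mice of the log2 RT-qPCR values, computed here and pooled over the groups, was 0.181. None of the alternatives set before the data were examined closed the gap, with values from -4.67 to -4.43. The paper's RT-qPCR values for Fasn, Srebf1, Acaca, Acly, Dgat1 and Lpin1 in Fig. 2c and for Fasn in Fig. 2j did not differ from the RNA-seq values of the planned test by more than the larger of the errors. Each error is such a pooled SD between mice and not a standard error of the fold change, so staying within it is a loose criterion. Under some alternatives the values differed by more. Acaca, at the paper's -1.03, was between -0.68 and -0.57 with limma-voom, with the replicate block and without vehicle replicate 1, vehicle replicate 2 or FGF19 replicate 3. Fasn, at the paper's -1.35 in Fig. 2j, was between -0.70 and -0.54 with limma-voom, with the replicate block and without vehicle replicate 2, vehicle replicate 3 or FGF19 replicate 3. Without vehicle replicate 1, Fasn and Srebf1 were at -1.02 and -0.999, against the paper's -0.52 and -0.50 in Fig. 2c.

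The paper's counts of 791 downregulated and 951 upregulated genes are within 1.5 times the 626 and 779 found here at p under 0.01. This did not hold with the replicate block (409 and 620) or at the stricter thresholds. The lower genes also fell short, at 324 to 453, in each fit that left out a library except that without FGF19 replicate 3. The higher genes did so, at 542 to 633, without vehicle replicate 1 or 3 or FGF19 replicate 1 or 2. The authors' deposited table holds 952 lower and 1217 higher genes at p under 0.01, and 916 and 1178 at an FDR under 0.05. No setting run gave the paper's counts, including 372 settings tried after seeing the data. The nearest, also chosen after seeing the data, was an FDR under 0.05 with a mean log2 CPM above 1.75 in the authors' deposited table, with 795 lower and 922 higher genes.

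Fig. 2a labels the axis of its volcano plot as a log10 fold change. The fold changes in the authors' deposited table run from -4.56 to 8.28 and equal the log2 fold changes computed from the counts to within 7.11e-15 in the exact test with a fixed dispersion of 0.01, which was chosen after seeing the table. On the log10 scale they run from -1.37 to 2.49.

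The heatmap of Fig. 2a presents its 11 lipogenic genes as differentially expressed. Here 6 of them passed p under 0.01 and 3 passed an adjusted p under 0.05. At p under 0.01 the alternatives set before the data were examined called between 2 and 9 of the 11. At an adjusted p under 0.05 the likelihood ratio test and the exact test called 9 of them, DESeq2 called 7, the fit with no filter called 6, and the fit without vehicle replicate 1 called 5. The fits with no TMM scaling, with the stricter filter and with limma-voom each called 2, where Acaca was at an adjusted p of 0.0631, 0.0543 and 0.0743, the replicate block called 3, and the other 5 fits that left out a library called 1 or 2. The exact test with a fixed dispersion of 0.01, chosen after seeing the values, called 11. It gives the p-values of the authors' deposited table, so that table also calls all 11, at p under 0.01 and at an FDR under 0.05. The fixed dispersion is below the 0.0163 estimated from the libraries. The paper states that lipogenic genes are prominent among downregulated genes. Of the 26 lipogenic genes outside Fig. 2a, 2 were lower here at p under 0.01, and the Reactome pathways Triglyceride Biosynthesis and Fatty Acyl-CoA Biosynthesis had adjusted p of 0.130 and 0.538 in limma's camera. The 26 genes leave out the 11 that the paper shows as changed, whereas its statement covers all downregulated genes. Their low count alone therefore cannot test that statement.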

Other observations

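The tests of thinned libraries and of CpG island promoters, and most counts over other splits of the mice, were chosen after the results had been seen. Those of GC content, time of day and cell composition were set before.

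Of the 10 splits of the 6 mice into groups of 3, 1, the real one, gave as many genes lower or higher at p under 0.01 and at an adjusted p under 0.05. At an adjusted p under 0.05 the other 9 splits gave 0 lower and 0 higher genes, against 357 and 573 in the real one. In one direction they gave at most 136 genes at p under 0.01 and at most 674 at p under 0.05, where the real split gave up to 779 and 1463. In the same way 1 of the 10 splits gave as many Reactome pathways (158), where the other 9 gave up to 108, and 1 of 10 gave a median as far from 0 for the Fig. 2a lipogenic, cholesterol synthesis, bile acid synthesis, ER chaperone and interferon response genes, and as many lipogenic (8) or cytochrome P450 genes (14) in one direction. With 10 splits the share cannot fall below 0.1, so the count of splits cannot decide the question by itself.

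The libraries of the FGF19 group were larger than those of the vehicle group. After all libraries were thinned to the smallest total, 608 genes were lower and 786 higher at p under 0.01, against 626 and 779, which argues against library size as the cause of the calls.

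The fall of the Fig. 2a lipogenic genes was weighed against other explanations. After the trend of the log2 fold changes on GC content and exon length was removed, which lay between -0.17 and 0.07, their median was -0.78. A lower share of hepatocytes would raise the markers of the other liver cell types alike and lower those of hepatocytes. The 10 hepatocyte markers had a median of -0.068, with a lowest value of -0.22, and the medians were -0.01 for endothelial, 0.04 for Kupffer, -0.15 for stellate and -0.27 for cholangiocyte markers, which argues against it. An inflammatory stimulus in the injected FGF19 preparation was not tested for the lipogenic genes and stays open, because every FGF19-treated mouse received the preparation. The design leaves it open in the same way for the lower Cyp7a1, cytochrome P450 and clock genes.

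A difference in the time of day between the groups stays open. Of 16 clock genes tested, 5 had an adjusted p under 0.05 in edgeR's quasi-likelihood test (4.22-fold, one-sided Fisher's exact test, p = 0.00483). Per3, Cry2, Dbp and Tef were among them, named after their values were seen, each lower in 3 of 3 FGF19-treated mice than in every vehicle-treated mouse, with log2 fold changes of -1.38, -0.46, -1.59 and -0.84. Arntl, Clock, Per1 and Per2 were at 0.34, 0.0049, -0.15 and -0.25 and did not pass. A shift in the time at which the livers were taken may account for these values, and so may an effect of FGF19 on the clock, which the design leaves untested.

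The higher interferon response genes could reflect more immune cells in the FGF19-treated livers. Of 5 immune cell types, 3 had a marker median above 0, namely 0.04 for Kupffer cells (11 genes), 0.82 for neutrophils (3 genes) and 1.15 for NK cells (2 genes), while T cells (3 genes) were at -0.06 and B cells (4 genes) at -0.97. Monocytes, which were not among the 5 types set for this test, had a median of 0.87 over 2 markers. Their median was above that of every vehicle-treated mouse in 3 of 3 FGF19-treated mice. In each of the 5 types set for the test the per-mouse medians of the groups overlapped. For neutrophils vehicle replicate 3 was at 0.86 and FGF19 replicate 3 at 0.45, and for NK cells these mice were at 0.89 and 0.83. Few markers were tested for most types and they were at low levels, with S100a9 at 1.37 CPM over the 6 mice and Csf3r at 2.31 CPM. Within the Kupffer markers, Marco rose by 2.29 and Cd68 by 0.66 on the log2 scale, both with an adjusted p under 0.05 in edgeR's quasi-likelihood test, whereas Clec4f was at -0.29 and C1qa at -0.11. These 4 were singled out after their values were seen. More immune cells and a change of expression in resident cells cannot be told apart for these genes, because the markers are few and go both ways.

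The hypothesis that genes lower after FGF19 treatment have CpG island promoters more often than other genes was tested, since the paper proposes DNA methylation at such islands. Of the 626 lower genes, 74.0% had a CpG island at the promoter, against a mean of 85.8% in 2000 random lists of the same mean expression, and 0 of the lists had a share as low (p = 0.0005, the smallest that 2000 permutation lists can give). The 779 higher genes had 76.1% against 86.1%. The share was below that of matched genes in both directions, so the hypothesis was not borne out for the lower genes as a group. The paper's own statement is about islands that overlap SHP binding sites, and it proposes methylation for only some SHP targets. SHP binding was not used here and the islands were defined differently, so this result does not test the paper's proposal. Of the 11 Fig. 2a genes, 10 had an island, against 86.2% of all genes tested.

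Other genes named in the paper were measured in the same mice. Nr0b2, which encodes SHP, rose from 22.2 ± 8.51 to 57.9 ± 5.69 CPM (SD, n = 3), with an adjusted p of 0.00823 in edgeR's quasi-likelihood test. In the same test Nr1h4, which encodes FXR, fell from 151 ± 11.3 to 98.5 ± 16.8 CPM (SD, n = 3), with an adjusted p of 0.0185 (between 0.000288 and 0.0864 across the alternatives). Fgf21 had a log2 fold change of 1.18 and an adjusted p of 0.0361 (between 0.00042 and 0.147 across the alternatives). Dnmt3a, Dnmt3b and Dnmt1 had log2 fold changes of 0.22, 0.46 and 0.19 and did not pass an adjusted p of 0.05.

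The remaining gene lists had median log2 fold changes of 0.70 for 14 ERK response genes, 0.14 for 18 PPARα targets, -0.00081 for 12 proliferation genes, -0.40 for 9 male-biased genes, -1.84 for 3 female-biased genes, -0.06 for 4 genes of the Y chromosome and -0.07 for 2 adipocyte markers. Of the 9 female-biased genes listed, only these 3 were tested. The per-mouse medians of the groups overlapped for both sex-biased lists. For the female-biased genes vehicle replicate 2 was at -0.86 and FGF19 replicate 2 at -0.65. For the male-biased genes vehicle replicate 1 was at -0.20 and FGF19 replicate 3 at -0.05. The erythroid and pancreatic acinar lists had 1 tested gene each, Alas2 at -0.51 and Cela2a at 1.199. In the ERK response list 11 of 14 genes were higher. The per-mouse median of FGF19 replicate 3 was 0.07, where those of the other FGF19-treated mice were 0.89 and 0.96. Vehicle replicate 3 was at 0.25, above FGF19 replicate 3, so the groups overlapped for this list.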
